# The microRNA miR-71 suppresses maladaptive UPR^mt^ signaling through both cell-autonomous and cell-non-autonomous mechanisms

**DOI:** 10.1038/s41467-025-67198-2

**Published:** 2025-12-14

**Authors:** Ina Kirmes, Grace Ching Ching Hung, Anne Hahn, Chuan-Yang Dai, Daniel Campbell, Arnaud Ahier, Rachel Shin Yie Lee, Alexander Palmer, Steven Zuryn

**Keywords:** Mitochondria, Epigenetics

## Abstract

Mitochondria play a central role in metabolism and biosynthesis, but function also as platforms that perceive and communicate environmental and physiological stressors to the nucleus and distal tissues. Systemic mitochondrial signaling is thought to synchronize and amplify stress responses throughout the whole body, but during severe or chronic damage, overactivation of mitochondrial stress pathways may be maladaptive and exacerbate aging and metabolic disorders. Here we uncover a protective micro(mi)RNA response to mtDNA damage in *Caenorhabditis elegans* that prolongs tissue health and function by interfering with mitochondrial stress signaling. Acting within muscle cells, we show that the miRNA miR-71 is induced during severe mitochondrial damage by the combined activities of DAF-16, HIF-1, and ATFS-1, where it restores sarcomere structure and animal locomotion by directly suppressing the inordinate activation of DVE-1, a key regulator of the mitochondrial unfolded protein response (UPR^mt^). Indirectly, miR-71 also reduces the levels of multiple neuro- and insulin-like peptides and their secretion machinery, resulting in decreased cell-non-autonomous signaling of mitochondrial stress from muscle to glia cells. miR-71 therefore beneficially coordinates the suppression of both local and systemic mitochondrial stress pathways during severe organelle dysfunction. These findings open the possibility that metabolic disorders could be ameliorated by limiting the overactivation of mitochondrial stress responses through targeted small RNAs.

## Abstract (web summary)

Mitochondria play roles in sensing environmental and physiological stress, but their response can become maladaptive during chronic stress. Here they identify a protective miRNA response in C. elegans that maintains tissue health by attenuating mitochondrial stress signaling.

## Introduction

Mitochondria are compartmentalized hubs of cellular metabolism, biosynthesis, and signaling, and their dysregulation is closely associated with metabolic disorders and diseases of aging, including diabetes, neurodegeneration, and cancer^1,2^. Organisms frequently encounter both extrinsic and intrinsic stresses that perturb mitochondria and disrupt cellular homeostasis. An inevitable threat to correct mitochondrial function are mitochondrial genome (mtDNA) mutations and other molecular lesions, which accumulate in post-mitotic tissues through oxidative damage and duplication mistakes and can expand clonally in stem cell compartments^3,4^. mtDNA mutations can also be maternally inherited, culminating in congenital metabolic disorders. Both inherited and acquired mtDNA mutations can persist for the duration of an organism’s life, causing varying amounts of chronic mitochondrial stress that may contribute to disease^5,6^. As such, the capacity of cells to perceive, respond proportionately, and function under mtDNA stress underpins organismal health, especially during aging and mitochondrial disease conditions.

Metazoans have evolved mitochondrial-nuclear signaling pathways, such as the mitochondrial unfolded protein response (UPR^mt^)^7–11^, that can alleviate mitochondrial burden and promote recovery and overall organismal health. Genes that are upregulated as part of the UPR^mt^, which is activated by mtDNA lesions in both mammals and *C. elegans*^12–16^, encode protein functions that encompass a broad profile of processes that extend beyond direct mitochondrial activity, including promoting innate immunity and pathogen clearance, maintaining cytosolic proteostasis, activating anerobic metabolism and reactive oxygen species detoxification, and mediating signaling between tissues^17–19^. Although mitochondria-nuclear communication mechanisms differ between mammals and invertebrates, they are regulated by conceptually similar processes^20^. In *C. elegans*, where the regulatory mechanisms of the UPR^mt^ are best characterized, multiple factors mediate UPR^mt^ signaling. Nuclear localization of the homeobox protein DVE-1 mediates a branch of the transcriptional response to mitochondrial stress^10^ and its activity occurs downstream of chromatin remodeling driven by mitochondrial dysfunction. Upon mitochondrial stress, the histone methyltransferase MET-2 is required for nuclear translocation of the cytosolic protein LIN-65, a histone H3K9 methyltransferase that globally compacts chromatin while promoting the redistribution and transcriptional activity of DVE-1 in chromatin sites that remain open^21^. This suggests that DVE-1 may play a key role in the propagation of an epigenetic memory of mitochondrial stress experienced during early development that underpins changes in later life traits, such as adult lifespan^21,22^.

In addition to retrograde signaling, mitochondrial stress can be communicated systemically in multiple species. In *C. elegans*, mitochondrial damage restricted to neurons can activate UPR^mt^ responses in peripheral tissues that are not experiencing stress themselves, such as the intestine or germline^23,24^, via cell-non-autonomous signaling mechanisms that involve the secretion of neurotransmitters such as glutamate, acetylcholine, tyramine, serotonin, as well as insulin-like peptides, neuropeptides, and Wnt/EGL-20^25–28^. This intercellular or inter-tissue communication of mitochondrial stress has been shown to occur in mammals and involves multiple circulating factors such as fibroblast growth factor 21 (FGF21), adrenomedullin 2 (ADM2), growth/differentiation factor 15 (GDF15), angiopoietin-like 6 (ANGPTL6), and various mitochondrial-derived peptides^29^. Intercellular communication of mitochondrial stress is thought to play a role in synchronizing and amplifying stress responses throughout the whole body, thereby coordinating homeostasis of the organism more effectively than if stress responses were restricted to within already affected cells. However, under chronic mitochondrial stress, localized as well as systemic activation of mitochondrial stress responses could be detrimental to organismal fitness. Indeed, whereas acute UPR^mt^ signaling is important for mitochondrial recovery following stress, chronic UPR^mt^ activation is maladaptive as it can drive the propagation of mutant mitochondrial genomes^14^, induce or aggravate neuroinflammation and neurodegenerative disorders^30,31^, and contribute to the pathogenesis of diseases of aging, including cancers^32^. For instance, subpopulations of cancer cells that demonstrate persistent activation of the UPR^mt^ display an adaptive metastatic advantage, with breast cancer patients with high UPR^mt^ genetic signatures having significantly worse clinical outcomes^32^. Mechanisms that counteract both cell-autonomous and cell-non-autonomous mitochondrial stress signaling during chronic mitochondrial dysfunction are yet to be understood but could play an essential role in organismal homeostasis and be important for ameliorating a broad spectrum of disorders.

Here we reveal a miRNA-mediated protective response to chronic mtDNA damage within the muscle of *C. elegans*, which acts to simultaneously attenuate cell-autonomous as well as cell-non-autonomous UPR^mt^ signaling by targeting DVE-1 and systemic mitochondrial stress signaling mechanisms. We find that during mitochondrial stress, miR-71 is strongly upregulated through a combination of HIF-1, ATFS-1, and DAF-16 nuclear localization, where it then recognizes and targets *dve-1* transcripts for degradation. Overexpression of miR-71 restores muscle cell structure and function disrupted by chronic mtDNA damage and hyperactivated UPR^mt^. Remarkably, severe mitochondrial stress suppresses a broad range of cell-cell signaling molecules in a miR-71-dependent manner, suggesting that miR-71 silences systemic signaling during chronic mitochondrial stress possibly to prevent maladaptive inter-tissue responses. Indeed, muscle miR-71 limits distal DVE-1 nuclear accumulation in glial cells, upstream mediators of whole animal stress signaling, via the neuropeptide-like protein *nlp-52*. Together, our results reveal a small non-coding RNA regulatory network that antagonizes local and systemic mitochondrial quality control programs during chronic stress.

## Results

### miR-35 family and miR-71 are induced during mitochondrial stress

The broad abilities of small non-coding RNAs to regulate gene expression in a manner that promotes homeostasis during stress prompted us to investigate whether a miRNA response to mtDNA damage is activated in animals. miRNAs are a class of 21- to 23-nucleotide non-coding RNAs that post-transcriptionally downregulate genes by targeting mRNAs for translational inhibition or degradation^33^. We performed small RNA sequencing in genetically engineered *C. elegans* backgrounds that incur muscle-specific mitochondrial DNA double strand breaks (mtDSBs) via the expression of a mitochondria-targeted endonuclease (^MTS^*Pst*I) under the *myo-3* promoter (from hereon called *myo-3*p::mtDSB) (Fig. 1a, b)^13^. When compared to control animals expressing a catalytically inactive version of ^MTS^*Pst*I (*myo-3*p::mtDSB*), we identified 24 miRNAs that were significantly upregulated as a result of mtDNA lesion (FDR < 0.05, log2 fold change > 2, Supplementary Data Table 1). Interestingly, most of the members of the miR-35 family of miRNAs (miR-35/36/37/38/39/40/41-3p) were highly represented in this group (Fig. 1c). This miRNA family is widely conserved and its members share identical seed regions, and are therefore likely to target the same mRNAs and have similar biological functions^34,35^, which are as diverse as embryonic patterning^36–38^, sex determination^39^, germ cell apoptosis^40^, and hypoxia and starvation responses^41,42^. In addition to the miR-35 family, miR-71 was upregulated in response to mtDSBs (Fig. 1c). miR-71 has previously been shown to increase in abundance with age in *C. elegans*, and is indispensable for lifespan enhancements caused by starvation^43–45^ or germline removal^46^. It has also recently been demonstrated to mediate olfactory regulation of organismal proteostasis and longevity^47^. We confirmed that miR-35 family members and miR-71 were upregulated in animals during mtDSBs using quantitative (q)PCR (Fig. 1d, Extended Data Fig. 1a).

**Fig. 1:**
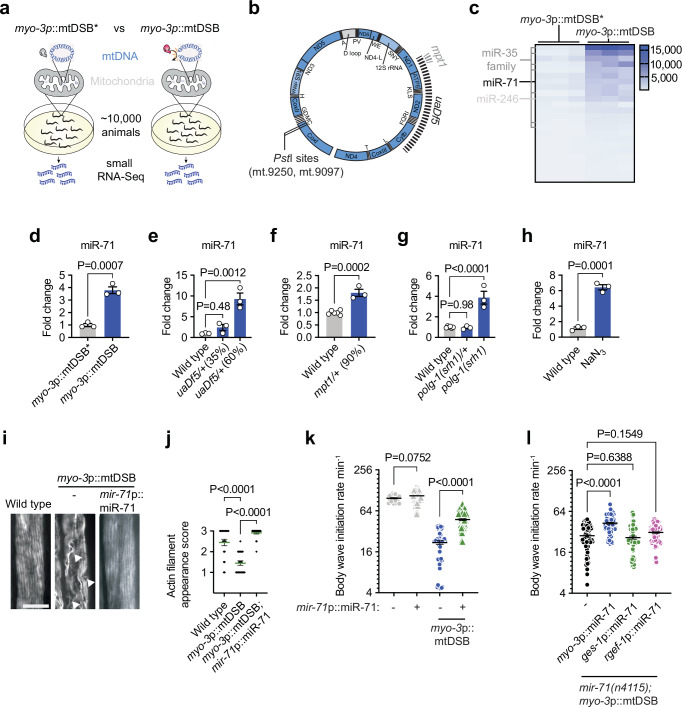
miR-71 is induced by mitochondrial stress and protects muscle cells against mtDNA damage. **a** populations of animals expressing *myo-3p*::mtDSB (the endonuclease *Pst*I fused to a mitochondrial targeting signal and expressed under a body wall muscle-specific promoter) and catalytically inactive *myo-3p*::mtDSB* were raised to the L4 stage and underwent small RNA sequencing. **b** map of *C. elegans* mtDNA showing *uaDf5* and *mpt1* deletions and the sites of *Pst*I cleavage. **c** heatmap of *C. elegans* miRNAs upregulated by mtDSBs incurred selectively in body wall muscle cells expressing mitochondrial-targeted *Pst*I (*myo-3*p::mtDSB). Comparisons were made between animals expressing *myo-3*p::mtDSB and *myo-3*p::mtDSB*. *n* = 3. **d**−**h** quantitative (q)PCR of miR-71 levels in animals that have (**d**) mtDSBs induced in muscle cells, *n* = 3, (**e**) the *uaDf5/+* mtDNA mutation at either 35% or 60% heteroplasmy, *n* = 3, (**f**) the *mpt1/+* mtDNA mutation at 90% heteroplasmy, *n* = 6 and 3, (**g**) a *polg-1(srh1)* mutation (heterozygous or homozygous), *n* = 6, 3 and 3, and (h) been treated with sodium azide (NaN_3_), *n* = 3. For (**d**−**h**) columns represent mean ± SEM; *n* ≥ 3; two-way Student’s t test or one-way ANOVA with Tukey’s post hoc test for experiments with either two or more than two comparisons, respectively. **i** representative photomicrographs of body wall muscle tissue in L4 animals stained with phalloidin. Arrow heads indicate disruptions to actin filament structure in animals expressing *myo-3*p::mtDSB. Scale bar, 10 μm. **j** quantification of actin appearance (see methods). Bars represent mean ± SEM; *n* = 22, 21 and 20; one-way ANOVA with Tukey’s post hoc test. **k**, **l** quantification of body wave initiation rate (using WormLab automated software analysis) of L4 animals placed in liquid. For k, *n* = 21, 105, 56 and 64; l, *n* = 67, 95, 78 and 123. Bars represent mean ± SEM; one-way ANOVA with Tukey’s post hoc test. Source data are provided as a Source Data file.

In addition to mtDSBs, which can be caused by replication fork arrest during mtDNA synthesis and various endogenous and exogenous genotoxins^48^, mtDNA mutations also pose a major risk to correct mitochondrial function when present at high enough heteroplasmy levels (the percentage of mitochondrial genomes carrying a mutation)^49^. We found that a large 3.1-kb mtDNA deletion (called *uaDf5*) that removes four protein-coding and seven tRNA genes (Fig. 1b)^50,51^ caused upregulation of both miR-71 and miR-35 at heteroplasmy levels of 60% (Fig. 1e, Extended Data Fig. 1b). Animals harboring high heteroplasmy levels (90%) of a smaller 100-bp mtDNA deletion (called *mpt1*,^12^) within the ND1 gene (Fig. 1b) also induced miR-71 but not miR-35 (Fig. 1f, Extended Data Fig. 1d). Similarly, miR-71 but not miR-35 was induced in animals homozygous for a mutation in the proof-reading domain of the mitochondrial DNA polymerase γ (*polg-1(srh1)*) (Fig. 1g, Extended Data Fig. 1d), which causes increased levels of de novo mtDNA mutations while also reducing mtDNA copy number^52^. Finally, pharmacological inhibition of complex IV of the mitochondrial respiratory chain with sodium azide induced both miR-71 and miR-35 (Fig. 1h, Extended Data Fig. 1e). Because miR-71 was consistently induced by diverse forms of mtDNA damage, we focused on its role during mitochondrial dysfunction. Importantly, unlike mitochondrial stress, neither cytoplasmic nor endoplasmic reticulum stress induced miR-71 (Extended Data Fig. 1f-k), suggesting that it forms a small non-coding RNA response to stress originating from mitochondrial dysfunction.

### miR-71 counteracts muscle cell dysfunction caused by mtDSBs

To determine whether an increase in the abundance of miR-71 is protective against cellular dysfunction caused by mtDNA damage, we tested whether miR-71 overexpression reduced the effects of mtDSBs on muscle cells. Animals expressing *myo-3*p::mtDSBs displayed disruptions in the alignment of actin filaments that form sarcomeres (Fig. 1i, j), the basic contractile units of muscle cells. The animals also exhibited severe decreases in their rates of muscle-driven body bends (Fig. 1k) after they were forced to initiate locomotion by being placed into liquid medium, a measure of maximal muscle functional capacity. Increasing miR-71 levels six-fold via expression of the transgene *mir-71*p::miR-71 (Extended Data Fig. 1l)^46^ mitigated the disruption to actin filaments (Fig. 1i, j) as well as the muscle dysfunction (Fig. 1k) caused by muscle-specific mtDSBs.

In animals carrying *mir-71*p::GFP^53^, we observed fluorescence in multiple tissues including the intestine, neurons, pharynx, vulval muscle, and body wall muscles (Extended Data Fig. 1m), suggesting, as previously described^45,46^, that miR-71 is expressed ubiquitously. Moreover, miR-71 is loaded into Argonaute silencing complexes in most major tissue types, including the body wall muscles, intestine, and neurons, suggesting widespread activity^54^. To determine whether miR-71 acts within muscle cells to protect against mtDSBs, we generated animals overexpressing miR-71 selectively in this tissue (*myo-3*p::miR-71) in backgrounds in which the endogenous *mir-71* gene was deleted (*mir-71(n4115)*). Interestingly, deletion of *mir-71* did not exacerbate muscle dysfunction during mtDSBs (Extended Data Fig. 1n), possibly due to redundancy in the system. However, we found that selective overexpression of miR-71 in muscle cells was sufficient to promote muscle recovery in the presence of muscle-specific mtDSBs (Fig. 1l). Selective overexpression of miR-71 in either the intestine (*ges-1*p::miR-71) or neurons (*rgef-1*p::miR-71) did not reduce the vulnerability of muscle cells towards mtDSBs (Fig. 1l). Collectively, these results suggest that upregulation of miR-71 in response to mtDNA damage is protective of tissue function in a cell-autonomous manner.

### miR-71 targets the UPR^mt^ regulator *dve-1*

Nearly all animal miRNAs regulate their target mRNAs by binding to short recognition sequences in their 3’ untranslated regions (UTRs) through complementarity, leading to mRNA degradation or translational repression^55^. 3’UTRs of target mRNAs often contain multiple recognition sites with either perfect or imperfect miRNA complementation. To identify targets of miR-71 (seed sequence: AGAAAG), the regulation of which could reduce cellular vulnerability toward mitochondrial damage, we used TargetScan^56^ to predict potential miR-71 3’UTR binding sites across the *C. elegans* transcriptome. We found 399 mRNAs with putative miR-71 recognition sites (UCUUUC) which we further sorted for mitochondrial-related functions. Interestingly, five potential miR-71 targets encoded key components of pathways involved in mitochondrial quality control and metabolic signaling, including *dct-1* and *atg-2* which mediate mitochondrial autophagy (mitophagy), *dve-1* and *hsp-6*, which are involved in the UPR^mt^, and *daf-2* which regulates insulin/IGF-1 signaling. To experimentally determine whether any of these genes were regulated by miR-71, we generated transgenic reporter strains where the 3’UTR of each putative target was incorporated into a fluorescent transgene and integrated as a single-copy genome insertion to ensure consistent expression (Extended Data Fig. 2a). Each *C. elegans* reporter strain, as well as a control line harboring the *tbb-2* (tubulin) 3’UTR that does not contain a predicted miR-71 binding site, were crossed to animals overexpressing miR-71 (*mir-71*p::miR-71). Similarly to the *tbb-2* 3’UTR control reporter, the 3’UTR reporters for *dct-1*, *atg-2*, *hsp-6* and *daf-2* were not suppressed by miR-71 overexpression (Extended Data Fig. 2b). However, the reporter containing the 3’UTR of *dve-1* was significantly suppressed (Fig. 2a, b), suggesting that miR-71 can negatively regulate a key transcription factor of the UPR^mt^.

**Fig. 2:**
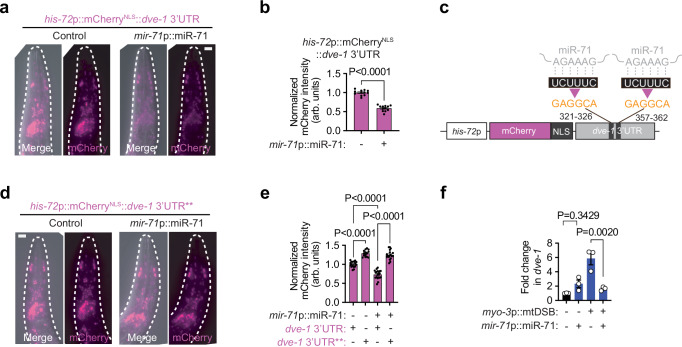
miR-71 targets *dve-1* transcripts for degradation. **a**-**b**, (**a**) representative photomicrographs of the heads of live animals (outlined by a white dashed line) and (**b**) quantification of mCherry fluorescence intensity of the *his-72*p::mCherry^NLS^::*dve-1* 3’UTR reporter. Scale bar, 20 μm. Columns represent mean ± SEM; *n* = 12; two-way Student’s *t* test. **c** schematic representation of the *dve-1* 3’UTR reporter annotated with the two putative sites and sequences (black boxes with white nucleotide sequences) of miR-71 seed sequence binding (gray sequences). These sites were mutated (orange sequences) to determine their relevance for miR-71-mediated regulation. **d**, **e**, (**d**) representative photomicrographs of the heads of live animals (outlined by a white dashed line) and (**e**) quantification of mCherry fluorescence intensity of the *dve-1* 3’UTR and *dve-1* 3’UTR** (seed recognition sites mutated) reporters. Scale bar, 20 μm. Columns represent mean ± SEM; *n* = 17, 20, 14 and 18; one-way ANOVA with Tukey’s post hoc test. **f** qPCR analysis of *dve-1* mRNA levels. Columns represent mean ± SEM; *n* = 3 where each biological replicate is a population grown on a different plate; one-way ANOVA with Tukey’s post hoc test. Source data are provided as a Source Data file.

To confirm this interaction, we mutated the two putative miR-71 binding sequences within the *dve-1* 3’UTR reporter (Fig. 2c) and remade the transgenic strains as above. Disrupting the putative miR-71 binding sites not only increased the overall fluorescent signal of the reporter but also abolished any suppression caused by miR-71 overexpression (Fig. 2d, e). We therefore conclude that *dve-1* transcripts are true regulatory targets of miR-71, and that the predicted miR-71 binding sites within the *dve-1* 3’UTR are required for miR-71-mediated suppression. To determine whether miR-71 regulated the abundance of endogenous *dve-1* transcripts, we quantified their mRNA levels using qPCR. In the absence of mtDNA damage, we found that *dve-1* mRNA levels were not significantly affected by miR-71 overexpression (Fig. 2f). However, upon muscle-specific mtDSBs, *dve-1* transcript levels increased six-fold. Overexpression of miR-71 in this background restored *dve-1* transcript levels to basal levels (Fig. 2f), suggesting that miR-71 can post-transcriptionally attenuate *dve-1* upregulation during severe and chronic mtDNA damage by promoting the degradation of *dve-1* mRNAs. We did not identify putative miR-71 binding sites in genes encoding other UPR^mt^ regulators, such as the transcription factor *atfs-1* or the ubiquitin-like protein *ubl-5*, suggesting that *dve-1* is the only major UPR^mt^ regulator targeted by miR-71. Supporting this notion, unlike *dve-1*, we did not detect decreases in the transcript levels of *atfs-1* or *ubl-5* when miR-71 was overexpressed, while their abundance increased due to muscle-specific mtDSBs (Extended Data Fig. 2c, d).

### miR-71 is cytoprotective against excessive UPR^mt^ activation

As a transcriptional regulator of the UPR^mt^, DVE-1 activates a wide range of genes involved in mitochondrial repair, detoxification, and stress resistance^10,57^. It is therefore surprising that miR-71 acts to suppress *dve-1* during mtDNA damage. To resolve this apparent paradox, we sought to understand how activation of the UPR^mt^ affects cell function during mtDSBs. Using two fluorescent mitochondrial chaperone reporters, *hsp-6*p::GFP and *hsp-60*p::GFP^9^, which are commonly used to assess UPR^mt^ activation, we observed increased GFP fluorescence in muscle cells in response to mtDSBs (Fig. 3a-d), suggesting that UPR^mt^ activation is coincident with the upregulation of miR-71 during mtDNA damage stress. We hypothesized that miR-71 orchestrates negative feedback to reduce the activities of the UPR^mt^ post-transcriptionally, which may be beneficial when UPR^mt^ hyperactivation is detrimental to cellular homeostasis. Indeed, overexpression of a constitutively active version of the key UPR^mt^ regulator ATFS-1 (ATFS-1^nuc^) selectively in muscle cells exacerbated muscle cell dysfunction in the presence of mtDSBs, indicating that chronic UPR^mt^ activation is detrimental during severe mitochondrial stress (Fig. 3e). Supporting the hypothesis that miR-71 mitigates the detrimental effects of excessive UPR^mt^, overexpressing miR-71 significantly improved muscle function in animals expressing ATFS-1^nuc^ (Fig. 3e).

**Fig. 3:**
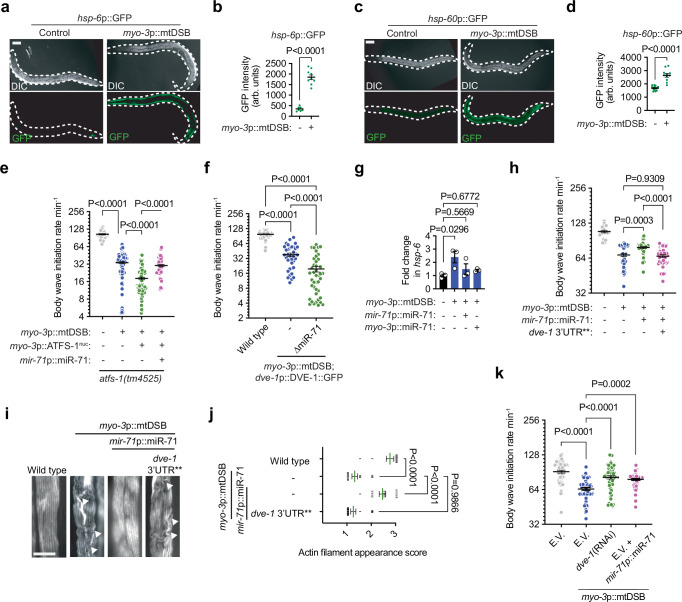
miR-71 protects against maladaptive UPR^mt^ hyperactivation. **a-d**, (**a**) and (**c**) representative photomicrographs of animals (outlined by a white dashed line) and (**b**) and (**d**) quantification of GFP fluorescence intensity of the *hsp-6*p::GFP (*n* = 7 and 10) and *hsp-60*p::GFP reporters (*n* = 13 and 11). Scale bar, 50 μm. Bars represent mean ± SEM; two-way Student’s *t* test. **e**, **f** quantification of body wave initiation rate of L4 animals placed in liquid. Bars represent mean ± SEM. For e, *n* = 36, 100, 111 and 67; for f, *n* = 63, 37 and 42; one-way ANOVA with Tukey’s post hoc test. ATFS-1^nuc^ is a constitutively nuclear-localized version of ATFS-1. **g** qPCR analysis of *hsp-6* mRNA levels. Columns represent mean ± SEM; *n* = 3 where each biological replicate is a population grown on a different plate; one-way ANOVA with Tukey’s post hoc test. **h** quantification of body wave initiation rate of L4 animals placed in liquid. Bars represent mean ± SEM; *n* = 22, 49, 49 and 48; one-way ANOVA with Tukey’s post hoc test. **i** representative photomicrographs of body wall muscle tissue in L4 animals stained with phalloidin. Arrow heads indicate disruptions to actin filament structure. Scale bar, 10 μm. **j** quantification of actin filament appearance. Bars represent mean ± SEM; *n* = 11, 14, 14 and 17; one-way ANOVA with Tukey’s post hoc test. **k** quantification of body wave initiation rate of L4 animals placed in liquid. Bars represent mean ± SEM; *n* = 59; one-way ANOVA with Tukey’s post hoc test. For (**e**−**k**) WormLab automated software was used to quantify body wave initiation rates. Source data are provided as a Source Data file.

Furthermore, several lines of evidence indicated that miR-71-mediated cytoprotection is caused by a reduction in the DVE-1-mediated UPR^mt^ response to mtDSBs. First, deleting *mir-71* exacerbated muscle dysfunction in animals overexpressing *dve-1* in the presence of muscle-specific mtDSBs (Fig. 3f). Second, upregulation of *dve-1* in response to mtDSBs was abolished by miR-71 overexpression (Fig. 2f). Third, *hsp-6*, a downstream effector of the UPR^mt^ and a DVE-1 transcriptional target was upregulated in response to mtDSBs and suppressed when miR-71 was overexpressed under its native promoter or in a muscle-specific manner (Fig. 3g). Fourth, mutating the two miR-71 binding sites within the endogenous 3’UTR of *dve-1* via genome editing significantly reduced miR-71-mediated improvements in muscle function (Fig. 3h) and muscle structure (Fig. 3i, j) in the presence of mtDSBs. And lastly, knocking down *dve-1* by RNA interference (RNAi) emulated the effects of *mir-71* overexpression, alleviating the mtDSB phenotype (Fig. 3k). Together, these results suggest that miR-71 functions to attenuate DVE-1-mediated UPR^mt^ hyperactivity in response to chronic mtDNA damage.

### miR-71 is regulated through the integration of ATFS-1, DAF-16 and HIF-1 activities

As our results implicated miR-71 as a negative feedback regulator of DVE-1-mediated UPR^mt^, we hypothesized that *mir-71* itself must be regulated in proportion to mitochondrial stress levels in order to counteract UPR^mt^ hyperactivation triggered by severe or chronic damage. Indeed miR-71 abundance correlated with the extent of mtDNA defects. For instance, miR-71 levels were not significantly increased in animals harboring *uaDf5* at a heteroplasmy of 35% but increased more than nine-fold in animals with 60% *uaDf5* heteroplasmy (Fig. 1e). miR-71 abundance also remained at normal levels in heterozygous *polg-1(srh1)* mutants but increased strongly in homozygous mutants (Fig. 1g). These results hinted at a mechanism whereby miR-71 upregulation is induced once mitochondrial stress levels surpass a certain threshold. Given that the levels of the *pre-mir-71* precursor and mature miR-71 increased by the same amount in response to mtDSBs as well as sodium azide (Fig. 4a, Extended Data Fig. 3a), we reasoned that miR-71 was regulated through transcription, rather than through miRNA biogenesis.

**Fig. 4:**
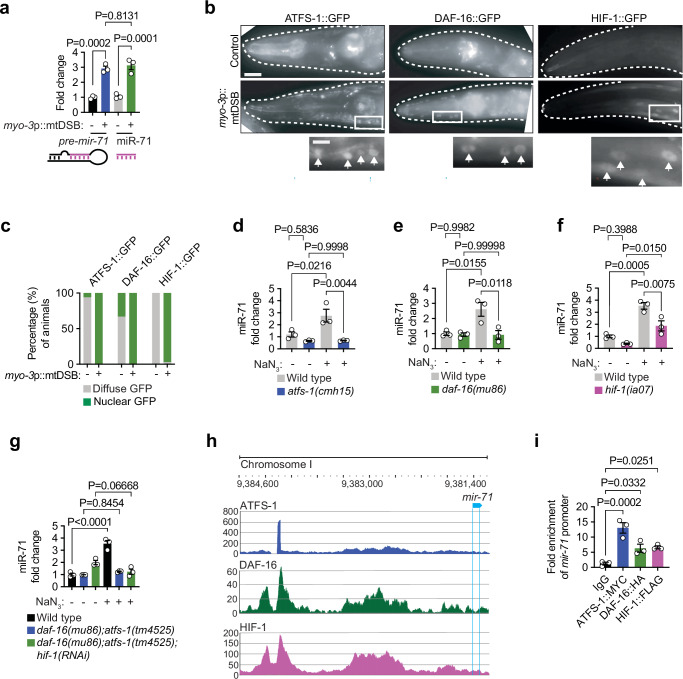
ATFS-1, DAF-16, and HIF-1 activities are required for miR-71 upregulation during mitochondrial stress. **a** qPCR analysis of *pre-mir-71* and mature miR-71 levels. Columns represent mean ± SEM; *n* = 3 where each biological replicate is a population grown on a different plate; one-way ANOVA with Tukey’s post hoc test. **b** representative photomicrographs of the heads of animals (outlined by a white dashed line) expressing either ATFS-1::GFP, DAF-16::GFP or HIF-1::GFP. Scale bar, 15 μm. White box indicates enlarged area visible in the panels below, and white arrows indicate nuclei and localization of each GFP-labeled transcription factor. Scale bar, 5 μm. **c**, quantification of nuclear localization of each transcription factor. *n *= 34, 64, 44, 56, 33, 63. **d**−**g** qPCR analysis of miR-71 levels. Columns represent mean ± SEM; *n* = 3; one-way ANOVA with Tukey’s post hoc test. **h** chromatin immunoprecipitation (ChIP) followed by sequencing signal tracks for ATFS-1, DAF-16, and HIF-1 upstream of *mir-71*. **i** ChIP-qPCR analysis of ATFS-1::MYC, DAF-16::HA, and HIF-1::FLAG on the *mir-71* promoter sequence. Columns represent mean ± SEM; *n* = 3 where each biological replicate represent independently transfected cells; one-way ANOVA with Tukey’s post hoc test. Source data are provided as a Source Data file.

To understand how *mir-71* was transcriptionally upregulated in response to mitochondrial stress, we investigated the requirements of several conserved pathways which are known to act as sensors of mitochondrial and metabolic state, including ATFS-1 signaling. Our results revealed that mtDSBs promoted nuclear accumulation of ATFS-1::GFP in muscle cells (Fig. 4b, c), which alongside the induction of *hsp-6*p::GFP and *hsp-60*p::GFP (Fig. 3a–d), confirmed that mtDNA damage invokes ATFS-1-mediated UPR^mt^ signaling. Furthermore, ATFS-1 was required for *mir-71* upregulation in response to sodium azide, as miR-71 induction was suppressed in several *atfs-1* loss-of-function mutants, including *atfs-1(cmh15)* null animals (Fig. 4d, Extended Data Fig. 3b). However, miR-71 levels were not increased in *atfs-1(et15)* mutants, which harbor a defective mitochondrial targeting signal in ATFS-1, rendering it constitutively nuclear localized and active (Extended Data Fig. 3c). This suggested that ATFS-1 is required but not sufficient to upregulate miR-71. As such, we next investigated whether other factors contribute to *mir-71* upregulation during mitochondrial stress.

Analysis of the upstream promoter region of *mir-71* revealed putative binding sites for ATFS-1 as well as several other transcription factors that are involved in cellular metabolic and oxidative stress signaling, including the FOXO transcription factor DAF-16 and the hypoxia-inducible factor 1 (HIF-1) (Extended Data Fig. 3d). DAF-16 and HIF-1 are regulated via shuttling from the cytoplasm to the nucleus, which can occur in response to starvation and hypoxic/oxidative cellular cues, respectively, but also upon mitochondrial stress^58–60^. We found that mtDSBs invoked nuclear translocation of both DAF-16::GFP and HIF-1::GFP in muscle cells (Fig. 4b, c). Furthermore, increases in miR-71 levels caused by sodium azide exposure were abolished in *daf-16(mu86)* mutants and significantly reduced in *hif-1(ia07)* mutants (Fig. 4e, f). These results suggest that ATFS-1, DAF-16, and HIF-1 activities are required to fully induce *mir-71* expression in response to mitochondrial stress. Consistent with this notion, *mir-71* upregulation was not further inhibited in *daf-16(mu86);atfs-1(tm4525)* or *daf-16(mu86);atfs-1(tm4525);hif-1(RNAi)* genetic backgrounds relative to individual genetic mutations in *daf-16* or *atfs-1* (Fig. 4g). Finally, constitutive DAF-16 activation caused by the *daf-2(e1370)* mutation^61^ was insufficient to increase miR-71 levels and instead reduced their abundance (Extended Data Fig. 3e). In addition, transgenic expression of an undegradable and therefore constitutively active HIF-1^P621G^ variant^62^ was also unable to induce miR-71, similar to animals harboring an *atfs-1(et15)* constitutively active allele (Extended Data Fig. 3c and e). Moreover, in animals with double as well as triple mutant/transgene combinations that should activate two or all three pathways simultaneously, we still did not observe miR-71 upregulation (Extended Data Fig. 3e). These findings support the notion that ATFS-1, DAF-16, and HIF-1 activities are required but not sufficient to activate *mir-71* transcription, and that other pathways, yet to be identified, also contribute to miR-71 induction during mitochondrial stress.

### ATFS-1, DAF-16 and HIF-1 bind to the *mir-71* promoter sequence

Mining of publicly available ChIP-sequencing data sets for ATFS-1 (GSE63803), DAF-16 (ENCSR946AUI), and HIF-1 (ENCSR991HIA) revealed that all three transcription factors occupied overlapping regions of the *mir-71* promoter region during stress (Fig. 4h). We confirmed this physical interaction by simultaneously expressing ATFS-1, DAF-16, and HIF-1 in HEK293T cells, and demonstrating that they each could bind to a sequence corresponding to the *mir-71* promoter that was also co-transfected into the cells (Fig. 4i, Extended Data Fig. 3f). However, coimmunoprecipitation experiments did not reveal any physical interaction between the three transcription factors (Extended Data Fig. 3g), suggesting that they regulated *mir-71* independently. Together, these results suggest that during mtDNA damage, ATFS-1, DAF-16, and HIF-1 localize to the nucleus where they interact with the promoter of *mir-71* to coordinate its induction. This tripartite mechanism of regulation could act to restrict *mir-71* upregulation to scenarios in which mitochondrial damage is severe enough to activate all three stress signaling pathways simultaneously, such as when invoking mtDSBs.

### miR-71 suppresses cell-non-autonomous signaling of mtDNA damage from the muscle to glia cells

We next asked whether miR-71 activity extended beyond localized suppression of *dve-1*. The coordinated regulation of mitochondrial functions across different tissues is believed to optimize the fitness of an organism. For example, the UPR^mt^ and changes in mitochondrial dynamics can be non-autonomously regulated in the intestine by mitochondrial perturbation in neurons^24–28,49^. In animals expressing *dve-1*p::DVE-1::GFP, we found that muscle-specific mtDSBs induced nuclear accumulation of DVE-1::GFP in intestinal cells (Extended Data Fig. 4a) and other cells which resembled glia in the heads of animals (Fig. 5a). We therefore generated animals expressing a pan-glial fluorescent reporter (*mir-228*p::mKate2) and confirmed that glial DVE-1::GFP was activated by muscle-specific mtDSBs (Fig. 5b), suggesting that mtDNA damage within muscle cells can be communicated cell-non-autonomously to glia. Interestingly, deletion of *mir-71* increased the basal signal of nuclear DVE-1::GFP in the glia (Fig. 5c, d), suggesting that miR-71 suppressed UPR^mt^ activation. Furthermore, *mir-71* deletion further enhanced the glial DVE-1::GFP signal induced cell-non-autonomously by muscle-specific mtDSBs (Fig. 5c, d), suggesting that miR-71 acts to suppress signaling that induces the UPR^mt^ in distal cells not experiencing mitochondrial damage themselves. In support of this notion, overexpressing miR-71 (*mir-71*p::miR-71) produced the opposite effect and significantly reduced DVE-1::GFP signals in the glia following muscle-specific mtDSBs (Fig. 5e, f). Importantly, the DVE-1::GFP transgene harbors an *unc-54* 3’UTR that does not contain predicted miR-71 binding sites, indicating that miR-71 regulates glial UPR^mt^ activation, rather than the expression of the reporter directly.

**Fig. 5:**
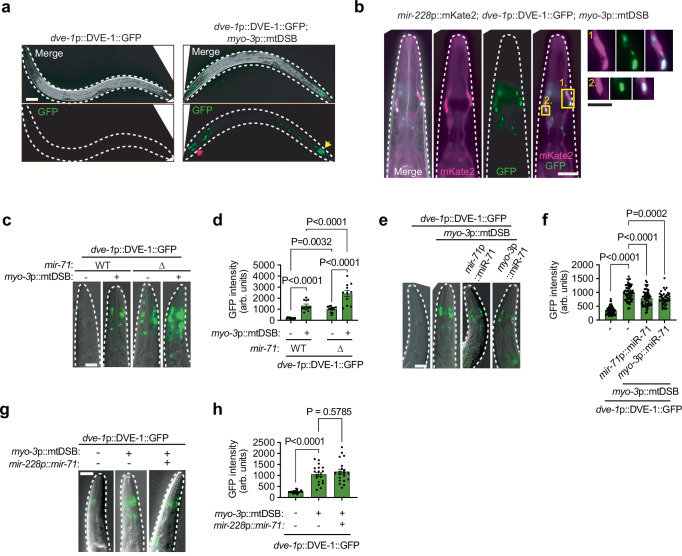
miR-71 coordinates muscle-glia cell-non-autonomous stress signaling. **a** representative photomicrographs of animals (outlined by a white dashed line) expressing *dve-1*p::DVE-1::GFP. Red arrow indicates GFP signal in head cells. Yellow arrow indicates GFP signal in posterior intestinal cells. Scale bar, 50 μm. **b** representative photomicrographs of the heads of animals (outlined by a white dashed line) expressing the glial reporter *mir-228*p*::*mKate2 and *dve-1*p::DVE-1::GFP. Scale bar, 20 μm. Yellow boxes correspond to enlarged images displayed on the right side that show a close-up of glial cells. Scale bar, 10 μm. **c**−**h**, (**c**), (**e**) and (**g**) representative photomicrographs of the heads of animals (outlined by a white dashed line) expressing *dve-1*p::DVE-1::GFP. Scale bar, 20 μm. **d**−**h** quantification of GFP fluorescence intensity. Columns represent mean ± SEM; for **d** *n* = 11, for f, *n* = 59, 64, 55 and 41, for h, *n* = 20; one-way ANOVA with Tukey’s post hoc test. Source data are provided as a Source Data file.

To determine whether miR-71 functions within muscle cells to attenuate cell-non-autonomous signaling of mitochondrial damage to glial cells, we crossed the UPR^mt^ reporter DVE-1::GFP into animals overexpressing miR-71 specifically in muscle tissue (*myo-3*p::miR-71). Remarkably, this suppressed glial UPR^mt^ induction invoked by muscle-specific mtDSBs (Fig. 5e, f), suggesting that miR-71 in the muscle cells can dampen cell-non-autonomous UPR^mt^ signaling. Ruling out the possibility that miR-71 itself transported from muscle-to-glia to distally silence the UPR^mt^, the glial signal of a miR-71 activity reporter (*his-72*p::mCherry^NLS^::*dve-1* 3’UTR) was not reduced by the selective overexpression of miR-71 in muscle tissue (Extended Data Fig. 4b, c). Furthermore, we generated animals overexpressing miR-71 specifically in the glia (*mir-228*p::miR-71), which did not reduce cell-non-autonomous glial UPR^mt^ induction (Fig. 5g, h), reinforcing the notion that miR-71 functions within muscle to suppress muscle-to-glia mitochondrial damage signaling. This activity required target recognition by miR-71 in the muscle, as overexpression of a scrambled seed-region variant (*myo-3*p::miR-71*, Extended Data Fig. 4d), which is incapable of binding target mRNAs, did not suppress glial DVE-1::GFP (Extended Data Fig. 4e, f). Interestingly, miR-71-mediated suppression of cell-non-autonomous UPR^mt^ signaling appeared to be independent of its regulation of *dve-1*, as disruption of the miR-71 binding sites within the endogenous *dve-1* 3’UTR did not impact miR-71-mediated suppression of muscle-to-glia UPR^mt^ activation (Extended Data Fig. 4g, h). Similarly, a *dve-1(tm4803)* mutation did not attenuate muscle-to-glia UPR^mt^ activation (Extended Data Fig. 4i, j), further suggesting that *dve-1* and its regulation by miR-71 has no influence on muscle-to-glia UPR^mt^ signaling. These findings collectively indicate that miR-71 acts within muscle cells to limit the propagation of a cell-non-autonomous stress signal to glia, likely by repressing one or more target transcripts other than *dve-1*.

### miR-71 suppresses peptides required for muscle-to-glia UPR^mt^ signaling

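By the paper's methods, RNA was sequenced from whole larvae collected at the L4 stage. The 2 genotypes were wild type and the *mir-71(n4115)* deletion. Each was raised on bacterial lawns treated with water or with sodium azide, which blocks complex IV of the respiratory chain. Each of the 4 groups had 3 biological replicates, giving 12 libraries. In this build, WBcel235, the *mir-71* hairpin lies on the minus strand of chromosome I from 9379927 to 9380020. It sits inside an intron of all 4 annotated transcripts of *ppfr-1*, which encodes a regulatory subunit of protein phosphatase 4, and overlaps 0 of its exons. Poly(A)-selected libraries of this kind do not measure the mature microRNA and *mir-71* is not among the genes tested, so the deletion itself was not read from these data. The only measured gene at the locus is its host: *ppfr-1* stood at 103 ± 3.72 CPM (counts scaled to library size by TMM; SD, n = 3) in wild type on water and 105 ± 2.3 (SD, n = 3) in wild type on azide. In the deletion it stood at 440.5 ± 21.5 (SD, n = 3) on water and 629 ± 145 (SD, n = 3) on azide. Every library of the deletion lay above every library of wild type, with 426, 465 and 431 CPM on water and 541, 549 and 796 on azide, against 98.7 to 107 in the 6 wild-type libraries.

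The methods give an azide dose of 0.5 mM for the miR-71 induction experiments, and the paragraph on RNA-seq names no dose of its own. By the paper's methods, poly(A) RNA was sequenced by Azenta, trimmed with Cutadapt 1.9.1, aligned with HISAT2 2.0.1 and counted per gene with HTSeq 0.6.1. Whether counting used the strand of the reads is not given in the sources used here. The deposited gene counts are raw and sum per library to between 21062880 and 22831886 for wild type on water (median 21554290), and 19222887 and 22741326 for wild type on azide (median 20362714). For the deletion they sum to between 19255306 and 23937993 on water (median 22690820) and 16828108 and 21104085 on azide (median 18846564). From these counts, 15048 genes with enough reads were tested with edgeR's quasi-likelihood test in a fit of all 12 libraries, with TMM normalization and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. Levels are given as CPM after TMM normalization, and log2 fold changes come from that fit. The choice of scaling moves the counts of higher and lower genes. The first principal component of log2 CPM held 56.5% of the variance and separated the groups. The libraries on water lay from -64.7 to -58.6 in the deletion and -44.0 to -34.9 in wild type, and those on azide from -10.1 to 23.3 in the deletion and 91.6 to 105 in wild type. Replicate 3 of the deletion on azide stood apart from its group on the next 2 components, at -78.6 and 45.1, against -34.5 and -42.2 on one and -39.2 and -35.2 on the other for its 2 partners.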

To identify possible targets and a mechanism by which miR-71 suppressed cell-non-autonomous mitochondrial stress signaling, we performed RNA sequencing (RNA-seq) of *mir-71* deletion mutants treated with the complex IV inhibitor sodium azide to identify transcripts regulated by miR-71 during mitochondrial stress. Under non-stressed conditions, we identified 608 transcripts with increased levels in *mir-71* deletion animals (FDR < 0.05; Fig. 6a, Supplementary Data Table 2), suggesting that these genes are either directly or indirectly regulated by miR-71. 

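On water, the 2 largest rises among transcripts past the threshold in the *mir-71* deletion were those of small heat shock chaperones. The transcript of *hsp-16.2*, on chromosome V from 1804441 to 1804924, rose from 0.883 ± 0.25 CPM (SD, n = 3) in wild type to 26.3 ± 6.03 (SD, n = 3) in the deletion. This is a log2 fold change of 4.88 (standard error 0.289, adjusted p = 2.36e-06 from edgeR). Its neighbour *hsp-16.41*, on chromosome V from 1805271 to 1805760, rose from 0.165 ± 0.129 to 9.03 ± 1.91 CPM (SD, n = 3 in each). The cytosolic chaperone transcript *hsp-70* rose from 5.61 ± 1.19 to 28.6 ± 1.59 CPM (SD, n = 3 in each; log2 fold change of 2.35, standard error 0.172, adjusted p = 1.22e-05 from edgeR). The *hsp-16* genes are near-identical in part, so the division of reads among them is uncertain. Of 7 tested genes of the cytosolic heat shock response, 4 rose at an adjusted p under 0.05 and 5 when adjusted over the list alone. Their median log2 fold change was 2.35 (camera adjusted p = 5.9e-32, and adjusted p = 5.1e-05 with an estimated correlation). Among the 10 largest falls of transcripts with a mean of at least 5 CPM in the higher group was that of *srw-85*, from 6.3 ± 0.487 to 0.329 ± 0.181 CPM (SD, n = 3 in each). The deposited table describes it as a non-coding transcript of a protein-coding gene. Also among the 10 were *cht-4*, a chitinase gene, with a log2 fold change of -2.10 (standard error 0.284, adjusted p = 0.00336 from edgeR), and the C-type lectin gene *clec-52*, at -1.79 (standard error 0.234, adjusted p = 0.00358 from edgeR). The lysozyme gene *lys-7* rose from 57.4 ± 6.33 to 116 ± 7.59 CPM (SD, n = 3 in each, adjusted p = 0.00038 from edgeR), a call that is lost when centred on neuron markers.

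Among genes of signaling peptides, the 30 tested FMRFamide-like peptide (FLP) genes had a median log2 fold change of 0.27 (camera adjusted p = 4.5e-05, and adjusted p = 0.55 with an estimated correlation). It was 0.05 when centred on neuron markers, 0.06 on muscle markers and 0.54, with 11 higher, on ribosomal protein genes. Of the 30, 3 rose (12 higher and 2 lower when adjusted over the list alone). These were *flp-17*, *flp-1* and *flp-9*, the last from 19.5 ± 2.53 to 33.9 ± 3.94 CPM (SD, n = 3 in each). Of 43 neuropeptide-like protein (NLP) genes, *nlp-16* alone rose, with a log2 fold change of 0.99 (4 higher and 2 lower when adjusted over the list alone). The family's median of 0.21 (camera adjusted p = 0.019, and adjusted p = 0.66 with an estimated correlation) turned negative when libraries were centred on neuron or muscle markers. These centrings use the median level of the markers. On neuron markers the median of all genes moved to -0.219, while the markers' own median change was -0.003. Relative to the median change of the neuron markers, the NLP median was at 0.258 and the FLP median at 0.347. Relative to that of the muscle markers, they were at 0.0154 and 0.104. The calls of *flp-17*, *flp-9* and *nlp-16* are lost under both of these centrings, and those of *flp-1*, *flp-9* and *nlp-16* at an absolute log2 fold change of at least 1. Under both centrings that of *flp-1* is lost too. It stands at an adjusted p of 0.0414 from edgeR and is also lost without any single library of either group on water or replicate 1 or 3 of wild type on azide. That of *flp-17* is lost without any library of wild type on water or replicate 1 of the deletion on water. That of *nlp-16* is lost without replicate 1 or 3 of wild type on water or replicate 3 of the deletion on water. Of 24 insulin-like peptide genes, with a median log2 fold change of 0.41 (0.23, 0.13 and 0.67 when centred on neuron markers, muscle markers and ribosomal protein genes), *ins-37* was the 1 that fell (2 higher and 1 lower when adjusted over the list alone). The call of *ins-37*, at an adjusted p of 0.0491 from edgeR, is lost with upper-quartile factors, when centred on neuron markers or ribosomal protein genes, without the filter on low counts, and at an absolute log2 fold change of at least 1. It is lost too without any single library other than those of the deletion on azide. This list had a camera adjusted p = 0.0025, and adjusted p = 0.36 with an estimated correlation. The 41 tested markers of neurons had a median log2 fold change of -0.003. By edgeR, 0 of them were called in either direction over all genes or adjusted over the list alone, against 2 lower at an unadjusted p under 0.05 and 0 by DESeq2. Of 81 cytosolic ribosomal protein genes, 3 fell over all genes tested and 34 when adjusted over the list alone. The median log2 fold change was -0.27 (camera adjusted p = 2.7e-16, and adjusted p = 0.55 with an estimated correlation). It was -0.09 with quantile normalization, -0.49 when centred on neuron markers and -0.55, with 28 lower, on muscle markers.

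In all, 226 transcripts were past the threshold in *mir-71* deletion animals on water, of which 114 were lower. The others were higher, 26 of them on water only and 86 also on azide. At an unadjusted p under 0.05 there were 1081 and 1055, and 22.9% of all genes had no overlap between the 3 libraries of one genotype and those of the other, where chance gives 10%. Of the 226 transcripts past the threshold, 49.6% were higher, a share that became 60.2% with upper-quartile factors (130 higher, 86 lower), 17.3% when centred on neuron markers (17 and 81). It was 12.0% when centred on muscle markers (22 and 161) and 92.2% when centred on ribosomal protein genes (511 and 43). The number of higher transcripts also rests on single libraries: it was 66, 48 or 37 without replicate 1, 2 or 3 of wild type on water and 73 without replicate 3 of wild type on azide. It was 49 or 59 without replicate 1 or 3 of the deletion on water and 171 or 373 without replicate 1 or 3 of the deletion on azide. The number of lower transcripts was 38, 60 or 49 without replicate 1, 2 or 3 of wild type on water and 73 or 68 without replicate 1 or 3 of wild type on azide. It was 27 or 31 without replicate 1 or 3 of the deletion on water and 197 or 361 without replicate 1 or 3 of the deletion on azide.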

In animals additionally exposed to sodium azide, we identified 2,754 transcripts elevated in *mir-71* mutants that did not overlap with basally regulated transcripts (FDR < 0.05; Fig. 6a, Supplementary Data Table 2), representing genes that are normally suppressed by miR-71 exclusively during mitochondrial stress. 

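On azide, 19 of 20 genes of the molting cycle and 11 of 12 markers of the hypodermis were higher in the *mir-71* deletion than in wild type, and all 6 vitellogenins and all 23 genes of oogenesis and eggshell were lower. No list held its camera call with an estimated correlation in this comparison. The transcript of *noah-1*, a component of the larval apical extracellular matrix, rose from 94.7 ± 10.6 CPM (SD, n = 3) in wild type to 522 ± 66.1 (SD, n = 3) in the deletion. This is a log2 fold change of 2.46 (standard error 0.25, adjusted p = 4.55e-05 from edgeR). The hedgehog-related gene *wrt-2* had a log2 fold change of 2.51 and the cuticle collagen gene *dpy-10* one of 2.53 (adjusted p = 7.46e-05 and 0.000246 from edgeR). In the other direction, the yolk protein transcript *vit-2* fell from 13650 ± 1723 to 393 ± 309.6 CPM (SD, n = 3 in each; log2 fold change of -5.12, standard error 0.613, adjusted p = 0.000283 from edgeR). The adult collagen transcript *col-19* fell from 2495 ± 204 to 79.5 ± 72.3 CPM (SD, n = 3 in each; adjusted p = 0.000433 from edgeR). Among the 10 largest changes in each direction, over transcripts with a mean of at least 5 CPM in the higher group, were those of *ugt-57*, a glucuronosyltransferase gene, from 0.118 ± 0.111 to 9.24 ± 2.53 CPM, and *vap-2*, a venom-allergen-like protein gene, from 17.9 ± 1.86 to 0.261 ± 0.243 CPM (SD, n = 3 in each).

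By gene list, 19 of 20 genes of the molting cycle rose (20 when adjusted over the list alone), with a median log2 fold change of 1.49 (camera adjusted p = 6.6e-18, and adjusted p = 0.063 with an estimated correlation). Of 12 markers of the hypodermis, 11 rose (11 when adjusted over the list alone), with a median of 2.38 (camera adjusted p = 3.1e-12, and adjusted p = 0.12 with an estimated correlation). All 23 genes of oogenesis and eggshell fell (also 23 when adjusted over the list alone), with a median of -1.68 (camera adjusted p = 2.0e-13, and adjusted p = 0.31 with an estimated correlation). All 6 vitellogenins fell (6 when adjusted over the list alone), with a median of -5.07 (camera adjusted p = 7.6e-08, and adjusted p = 0.29 with an estimated correlation). Their sequences are near-identical in part, so reads may be shared between them. Of 15 genes of germline proliferation and meiosis, 6 fell (6 when adjusted over the list alone), among them *gld-1* from 636 ± 33.9 to 318 ± 89.1 CPM (SD, n = 3 in each), a call lost at an absolute log2 fold change of at least 1. Of 128 collagen genes, 29 rose and 38 fell (34 and 39 when adjusted over the list alone). Of 5 adult cuticle genes, 3 fell and *bli-1* rose (3 and 1 when adjusted over the list alone), with a median log2 fold change of -4.94 and a mean of -2.43. The call of *bli-1* is lost with quantile normalization, under each of the 3 centrings, without the filter on low counts, in 2-group fits and with DESeq2 on the 2 groups alone. It is lost too without any single library other than replicate 3 of the deletion on azide. For the germline, collagen and adult cuticle lists camera gave an adjusted p of 0.0042, 0.0039 and 0.0045, and adjusted p = 0.57, 0.54 and 0.31 with an estimated correlation. The molting, hypodermis, oogenesis, vitellogenin and adult cuticle medians kept their sign under each of 6 other scalings. The molting median was 0.82, with 13 genes higher, when centred on neuron markers, a setting under which all 15 germline genes were lower and the collagens had 16 higher and 58 lower. Centred on muscle markers, 11 oogenesis and 2 germline genes were lower. The 3 replicates of the deletion on azide lay apart from each other in the oogenesis and vitellogenin lists, as the plot of the stage lists by library shows.

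In all, 3024 transcripts were higher and 2820 lower in the deletion on azide, and 50.9% of all genes had no overlap between genotypes. The share of called transcripts that were higher, 51.7%, became 67.7% with upper-quartile factors (3845 higher, 1834 lower), 9.5% when centred on neuron markers (728 and 6897). It was 76.3% when centred on muscle markers (2307 and 717) and 69.5% when centred on ribosomal protein genes (3011 and 1320). Of the 3024, 86 were also higher on water and 2938 were not. A further 26 were higher on water only. Over the 2938, the median log2 fold change was 0.14 on water, where 2003 of them were above 0, and 1.08 on azide. The difference of the azide effect between genotypes was tested as an interaction. It was past the threshold and positive for 938 of the 2938, negative for 0 and not past it for 2000. The 938 became 604 without replicate 2 of wild type on azide and 1424 without replicate 3 of the deletion on azide. The 2938 were chosen as called higher on azide and not on water. The interaction subtracts the log2 fold change on water from that on azide. This choice leaves almost no room for a negative interaction and widens the gap between the 2 medians. Of the 2938, 2245 were lower on azide than on water in wild type, 683 were lower on azide in the deletion and 284 higher.

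**Figure D1:**
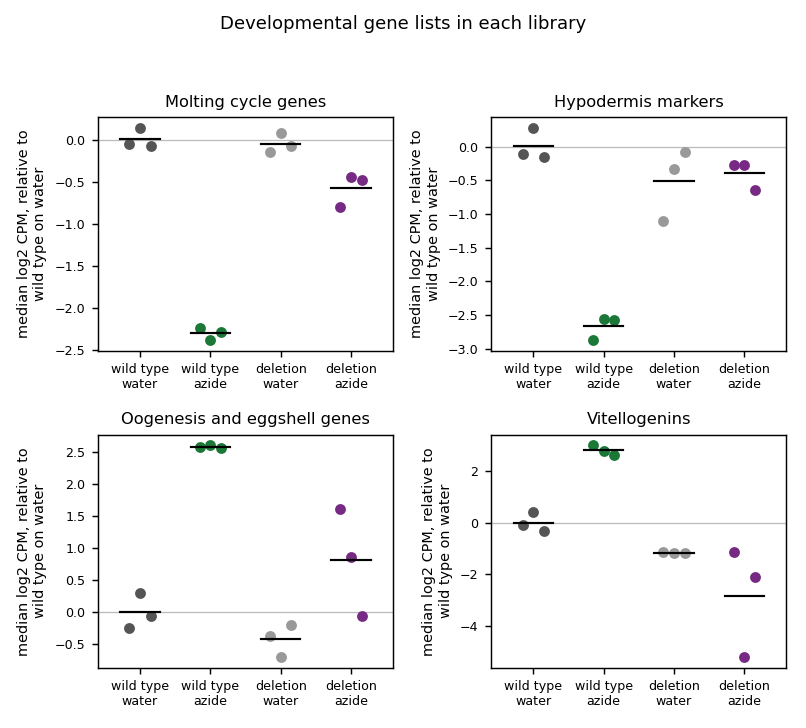
Median log2 CPM of 4 gene lists (molting cycle, hypodermis markers, oogenesis and eggshell, vitellogenins) in each of the 12 libraries, relative to the mean of wild type on water (vertical axis, log2 units), by group (horizontal axis). Points are libraries and lines are the mean of 3 libraries. In each of the 4 lists the 3 libraries of wild type on azide lie apart from the 9 others.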

In *C. elegans*, non-autonomous UPR^mt^ signaling is mediated by multiple neurotransmitters, neuropeptides, and insulin-like peptides^24–28^. 

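Of 30 tested FLP genes, 26 were lower on azide than on water in wild type and 18 were higher in the *mir-71* deletion than in wild type on azide, and of 43 NLP genes 24 and 15. Of 41 neuron markers, 23 and 16 were. No camera call of these 3 lists held with an estimated correlation (adjusted p = 0.66 for each on azide in wild type, and 0.34, 0.54 and 0.54 between genotypes). The sleep-regulating peptide gene *flp-11*, on chromosome X from 4677554 to 4678066, fell from 15.3 ± 2.91 CPM (SD, n = 3) on water to 6.36 ± 1.39 (SD, n = 3) on azide in wild type. In the deletion on azide it stood at 23.9 ± 4.26 CPM (SD, n = 3), a log2 fold change of 1.91 against wild type (standard error 0.192, adjusted p = 1.76e-05 from edgeR). The same course was measured for *flp-3*, at 10.2 ± 3.07, 4.17 ± 0.273 and 15.1 ± 1.67 CPM (SD, n = 3 in each; adjusted p = 3.83e-05 from edgeR between genotypes on azide). For the circadian peptide gene *pdf-1*, these levels were 27 ± 1.08, 14.7 ± 2.57 and 30.8 ± 4.25 CPM (SD, n = 3 in each; adjusted p = 0.0001 from edgeR between genotypes on azide). Both calls of *pdf-1* are lost when centred on neuron markers, and that in wild type at an absolute log2 fold change of at least 1. Not every family member moved this way. The gene *nlp-26* rose on azide in wild type (log2 fold change of 1.78, adjusted p = 0.000346 from edgeR) and was lower in the deletion on azide (-1.38, adjusted p = 0.00388 from edgeR).

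In wild type, azide lowered 26 of the 30 FLP genes (26 when adjusted over the list alone), with a median log2 fold change of -0.73 (camera adjusted p = 0.00024, and adjusted p = 0.66 with an estimated correlation). Of them, 17 were lower without replicate 1 of wild type on water. Of the 43 NLP genes, 24 fell and 1 rose (24 and 1 when adjusted over the list alone). Their median was -0.64 (camera adjusted p = 0.0095, and adjusted p = 0.66 with an estimated correlation), and 15 fell without replicate 1 of wild type on azide. Of the 24 insulin-like peptide genes, 10 fell and 2 rose (10 and 2 when adjusted over the list alone), and of 4 other neuropeptide genes 3 fell (3 when adjusted over the list alone). Centred on neuron markers, 3 FLP genes (median -0.20), 3 NLP genes and 3 insulin-like peptide genes were lower by edgeR, and the calls of the other neuropeptides are lost. This centring uses the median level of the markers and put the median of all genes at 0.477. Relative to the markers' median change, the FLP median was at -0.004 and the NLP median at 0.174. Those of the insulin-like peptides and other neuropeptides were at 0.079 and -0.328. Centred on ribosomal protein genes, 13 FLP genes, 10 NLP genes and 10 neuron markers were lower, and with quantile normalization 14 neuron markers were. Of the neuron markers, 23 fell and 2 rose (23 and 2 when adjusted over the list alone), with a median of -0.72 (camera adjusted p = 0.014, and adjusted p = 0.66 with an estimated correlation). The sensory channel gene *osm-9*, for example, fell from 3.39 ± 0.667 to 0.889 ± 0.164 CPM (SD, n = 3 in each).

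Between genotypes on azide, 18 FLP genes were higher in the deletion and *flp-28* was lower (19 and 1 when adjusted over the list alone). The call of *flp-28* is lost with upper-quartile factors or quantile normalization, when centred on muscle markers or ribosomal protein genes, and at an absolute log2 fold change of at least 1. The FLP median log2 fold change was 0.79 (camera adjusted p = 7.6e-08, and adjusted p = 0.34 with an estimated correlation). It became 0.08, with 6 higher and 2 lower, when centred on neuron markers. Of the NLP genes, 15 were higher and 4 lower (17 and 4 when adjusted over the list alone). Their median of 0.67 turned negative when centred on neuron markers, with 5 higher and 11 lower (camera adjusted p = 0.0042, and adjusted p = 0.54 with an estimated correlation). Of the insulin-like peptide genes, 14 were higher and 2 lower (14 and 2 when adjusted over the list alone). Their median was 1.01 (camera adjusted p = 0.0042, and adjusted p = 0.29 with an estimated correlation), and 9 were higher without replicate 1 of the deletion on azide. Centred on neuron markers the median was 0.31, with 3 higher and 4 lower, and 6 were higher with quantile normalization. Of the 4 other neuropeptide genes, *snet-1*, *capa-1* and *pdf-1* were higher (3 when adjusted over the list alone), with a median of 1.16 (camera adjusted p = 0.0045, and adjusted p = 0.31 with an estimated correlation). Centred on neuron markers, this median was 0.43, with 1 higher, and the call of *capa-1* is lost. Of 21 genes of peptide processing and dense-core vesicles, 8 were higher, among them the proprotein convertase gene *egl-3*, and *eipr-1* was lower (8 and 1 when adjusted over the list alone). Their median of 0.40 was 0.19 with quantile normalization and negative when centred on neuron markers, with 7 lower, as was the log2 fold change of *egl-3*. The call of *egl-3* is lost in 2-group fits, at an absolute log2 fold change of at least 1, and without any library of wild type on azide or replicate 3 of the deletion on azide. That of *eipr-1* is lost when centred on muscle markers or ribosomal protein genes and at that fold threshold. Of 76 neuropeptide receptor genes, 12 were higher and 3 lower (4 and 2 when adjusted over the list alone), with a median of 0.52 that also turned negative when centred on neuron markers, with 2 higher and 9 lower, and was 0.22, with 4 higher, with quantile normalization (camera adjusted p = 0.044, and adjusted p = 0.54 with an estimated correlation).

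Of the 41 neuron markers, 16 were higher and 2 lower in the deletion on azide (16 and 2 when adjusted over the list alone). Their median was 0.58 (camera adjusted p = 0.012, and adjusted p = 0.54 with an estimated correlation), and 0.39, with 9 higher, with quantile normalization. Relative to the neuron markers, the median of the FLP genes was higher by 0.192, that of the insulin-like peptide genes by 0.284 and that of the other neuropeptides by 0.585 on the log2 scale. That of the NLP genes was at -0.0862. Exact permutation tests over the 3 libraries of each genotype gave p = 0.1, 0.2, 0.1 and 0.5 for these 4 differences, and 0.1 is the smallest p that 3 against 3 allow. Of 6 tested glia markers, 4 were higher (5 when adjusted over the list alone), with a median of 1.28 (camera adjusted p = 0.0042, and adjusted p = 0.31 with an estimated correlation). It was 0.54, with 1 higher, when centred on neuron markers. Among them, *ptr-10* was higher, from 3.5 ± 0.894 to 20.4 ± 1.65 CPM (SD, n = 3 in each).

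Over all genes tested, 2295 were both lower on azide than on water in wild type and higher in the deletion than in wild type on azide. For 2 independent lists of these sizes the number is 820. Both comparisons use the wild type libraries on azide. In 20 simulations of unchanged groups 0 genes met both criteria, and at an unadjusted p under 0.05 the simulations gave 66 to 106 genes, against 2809 observed. The simulations held no real effects, so they do not bound what sharing adds where both comparisons hold them. Across genes, the log2 fold changes of the 2 comparisons had a correlation of -0.524 to -0.482 in the simulations, against -0.741 observed. The 3 wild type libraries on azide cannot be split so that each part keeps at least 2, so part of the excess may come from the shared libraries.

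**Figure D2:**
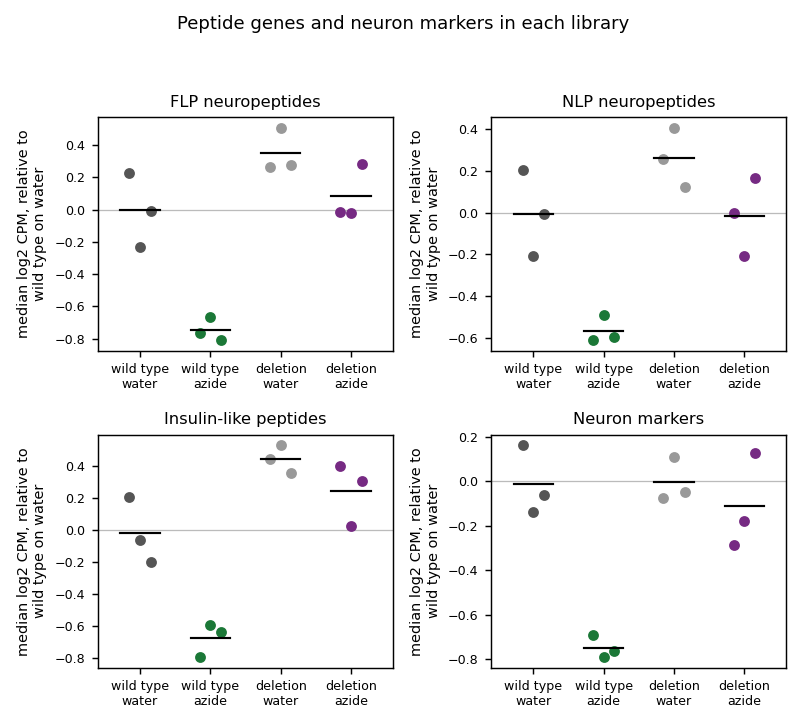
Median log2 CPM of the FLP, NLP and insulin-like peptide genes and of the neuron markers in each of the 12 libraries, relative to the mean of wild type on water (vertical axis, log2 units), by group (horizontal axis). Points are libraries and lines are the mean of 3 libraries. All 4 lists are lowest in wild type on azide, the neuron markers included.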

Remarkably, within the deregulated subset of transcripts, we identified a large number of mRNAs that encode neuropeptides and insulin-like peptides that are suppressed during mitochondrial stress in a miR-71-dependent manner (Fig. 6b and Extended Data Fig. 5a). This includes those previously reported to communicate mitochondrial stress systemically, including INS-27, INS-35^28^, FLP-1^63^ and FLP-2^27^ (Fig. 6b, Extended Data Fig. 5a, Supplementary Data Table 2), suggesting that miR-71 may act to dampen cell-non-autonomous mitochondrial stress signaling via regulation of signaling peptides.

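Transcripts of all 4 of these peptides were lower on azide than on water in wild type and higher in the *mir-71* deletion than in wild type on azide. The insulin-like peptide gene *ins-27*, on chromosome I from 14027255 to 14027549, fell from 14.3 ± 1.28 CPM (SD, n = 3) on water to 5.42 ± 0.883 (SD, n = 3) on azide in wild type. In the deletion on azide it was at 18.3 ± 1.11 CPM (SD, n = 3), a log2 fold change of 1.75 against wild type (standard error 0.162, adjusted p = 9.39e-06 from edgeR). For *ins-35*, on chromosome V from 20375540 to 20376209, these levels were 6.51 ± 1.27, 2.2 ± 0.181 and 16.8 ± 4.55 CPM (SD, n = 3 in each; log2 fold change of 2.92, standard error 0.309, adjusted p = 2.67e-05 from edgeR). For *flp-1*, on chromosome IV from 9144713 to 9145977, they were 15.4 ± 2.51, 5.96 ± 1.41 and 24.4 ± 4.72 CPM (SD, n = 3 in each; log2 fold change of 2.04, standard error 0.204, adjusted p = 1.77e-05 from edgeR). For *flp-2*, on chromosome X from 10094629 to 10095155, they were 4.74 ± 0.925, 2.59 ± 0.201 and 4.47 ± 0.662 CPM (SD, n = 3 in each). The difference between genotypes on azide (log2 fold change of 0.79, standard error 0.216, adjusted p = 0.0121 from edgeR) is lost with quantile normalization (adjusted p = 0.131) and when centred on neuron markers (adjusted p = 0.882), and at an absolute log2 fold change of at least 1. Its fall in wild type is lost under that centring and at that fold threshold.

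In the deletion itself, azide did not lower these transcripts past the threshold. The transcript of *ins-35* rose (log2 fold change of 1.19, standard error 0.28, adjusted p = 0.00827 from edgeR), a call lost in 2-group fits. The log2 fold changes were -0.05 for *ins-27*, -0.20 for *flp-1* and -0.26 for *flp-2* (adjusted p = 0.837, 0.465 and 0.377 from edgeR). The azide effect differed between genotypes for *ins-27* (interaction of 1.34, adjusted p = 0.00213 from edgeR), for *ins-35* (2.75, adjusted p = 0.0013) and for *flp-1* (1.17, adjusted p = 0.0184). For *flp-2* it was 0.61 and not past the threshold (adjusted p = 0.194 from edgeR). The interaction of *ins-27* is lost when centred on neuron markers (adjusted p = 0.221). That of *flp-1* is lost under that centring, with quantile normalization, and without replicate 3 of wild type on water, replicate 1 or 3 of wild type on azide or replicate 1 of the deletion on water. From the levels of these peptide transcripts, the paper proposes that miR-71 may act to dampen cell-non-autonomous mitochondrial stress signaling through signaling peptides. The paper's evidence on that signaling also includes glial DVE-1::GFP in animals with *mir-71* deleted or overexpressed. It further includes knockdown, mutation and muscle rescue of *nlp-52* and knockdown of *unc-31*. These libraries do not measure those experiments. The median of the oogenesis list minus that of the molting list was 4.88 in wild type on azide and 1.37 in the deletion on azide. On water it was -0.014 in wild type and -0.379 in the deletion. Wild type on azide thus stood apart in developmental genes too. For these transcript levels, a developmental difference was not separated from an effect of miR-71.

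**Figure D3:**
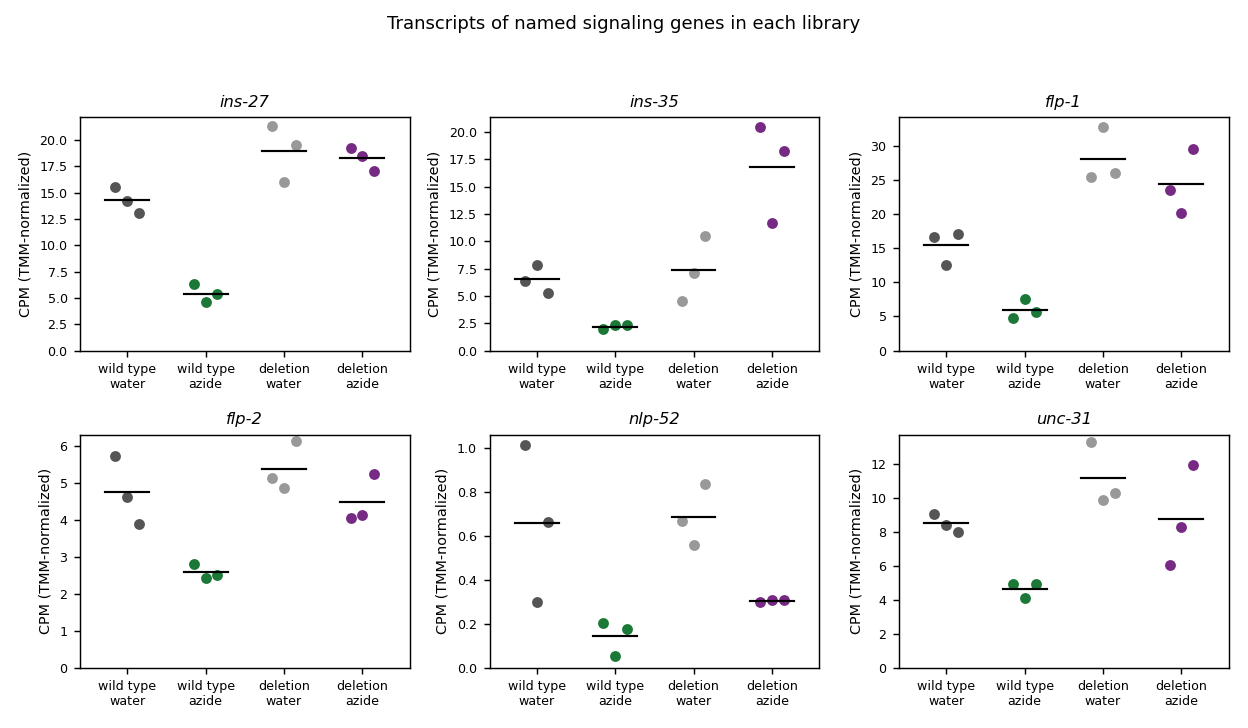
TMM-normalized CPM (vertical axes) of *ins-27*, *ins-35*, *flp-1*, *flp-2*, *nlp-52* and *unc-31* in each library of the 4 groups (horizontal axis). Points are libraries and lines are the mean of 3 libraries. In each panel wild type on azide has the lowest mean of the 4 groups.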

**Fig. 6:**
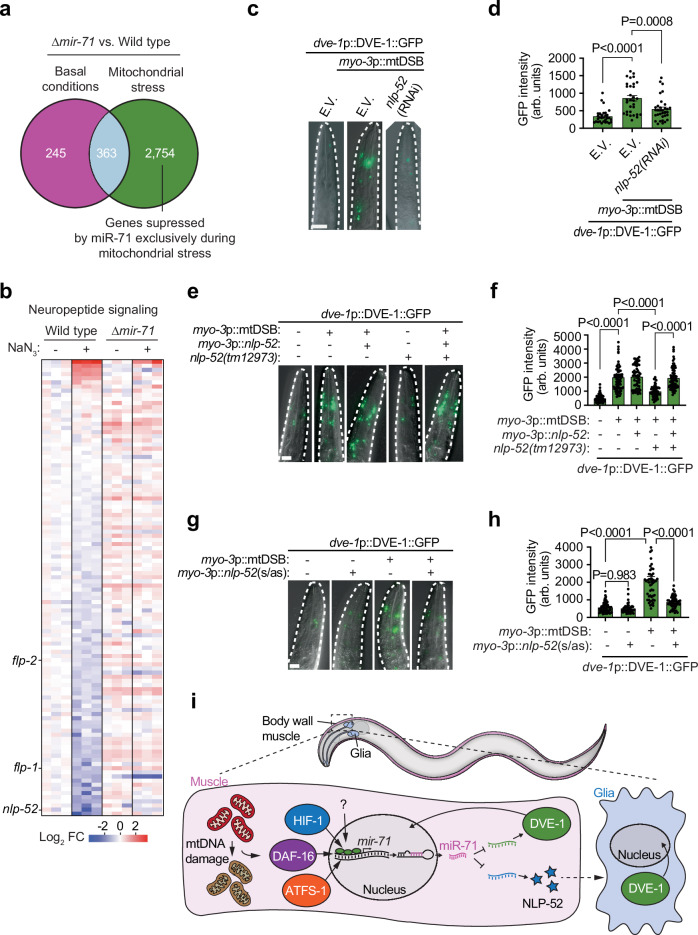
miR-71 regulates the expression of NLP-52 which mediates cell-non-autonomous muscle-to-glia mitochondrial stress signals. **a** Venn diagram of differentially expressed potential miR-71 target genes identified by RNA sequencing (RNA-seq) results of miR-71 mutant (Δmir-71) and wild-type animals. **b** heat map of RNA-seq results for transcripts involved in neuropeptide signaling. *n* = 3. **c**−**g** representative photomicrographs of the heads of animals (outlined by a white dashed line) expressing *dve-1*p::DVE-1::GFP. Scale bar, 20 μm. **d** **f**, and **h**, quantification of GFP fluorescence intensity. Columns represent mean ± SEM; for d, *n* = 31, 30 and 33, for f, *n* = 71, 76, 54, 63 and 76; for h, *n* = 57, 44, 54 and 50; one-way ANOVA with Tukey’s post hoc test. s/as: sense/antisense. **i** proposed model of miR-71 cell-autonomous and cell-non-autonomous dampening of mitochondrial stress responses. Cell-autonomously, *mir-71* is transcriptionally upregulated during severe mitochondrial dysfunction (e.g. mtDNA damage) by the transcription factors HIF-1, DAF-16, and ATFS-1 (and possibly other pathways) where it directly targets transcripts of the UPR^mt^ regulator *dve-1*. miR-71 also regulates cell-non-autonomous mitochondrial stress signals by reducing the transcript levels of the neuropeptide *nlp-*52, which is required to signal muscle-to-glia mitochondrial stress. Source data are provided as a Source Data file.

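The transcript of *nlp-52*, a neuropeptide-like protein gene on chromosome III from 761797 to 762392, had 1 to 20 reads per library. It fell in wild type from 0.658 ± 0.358 CPM (SD, n = 3) on water to 0.145 ± 0.0794 (SD, n = 3) on azide (log2 fold change of -2.10, standard error 0.591, adjusted p = 0.00829 from edgeR). In the *mir-71* deletion it was at 0.688 ± 0.14 CPM (SD, n = 3) on water and 0.305 ± 0.00469 (SD, n = 3) on azide. That change, -1.15 on the log2 scale, was not past the threshold (adjusted p = 0.126 from edgeR). Between genotypes on azide the level in the deletion was higher in all 3 libraries than in any of wild type. Of all genes tested, 50.9% had no overlap in this comparison, in either direction. The log2 fold change of 1.01 (standard error 0.642) did not pass the test (adjusted p = 0.228 from edgeR, and 0.178 to 0.757 over the alternative settings). The azide effect was not shown to differ between genotypes (interaction of 0.96, adjusted p = 0.444 from edgeR). The reads numbered 20, 6 and 14 in wild type on water, and 4, 1 and 4 in wild type on azide. In the deletion there were 15, 14 and 16 on water and 6, 7 and 6 on azide. The fall on azide in wild type is lost when libraries are centred on neuron markers (adjusted p = 0.0727).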

To identify a specific peptide that could mediate muscle-to-glia UPR^mt^ activation, we performed an RNAi screen against candidates identified by RNA-seq. 

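Of the 70 screened genes, 68 are in the count table and 66 had enough reads to be tested, and 37 of the 70 belong to the peptide lists above. On azide, 33 were higher in the *mir-71* deletion than in wild type and 8 were lower. Their median log2 fold change was 0.80 (camera adjusted p = 2.4e-06, and adjusted p = 0.31 with an estimated correlation). In wild type, 41 were lower and 6 higher on azide than on water. The median was -0.81 (camera adjusted p = 0.0032, and adjusted p = 0.66 with an estimated correlation). Adjusted over the list alone, the counts were 37 higher and 11 lower between genotypes on azide, and 42 lower and 6 higher on azide in wild type. On water, 4 were higher in the deletion (11 higher and 5 lower when adjusted over the list alone), with a median of 0.18 that turned negative when centred on neuron or muscle markers (camera adjusted p = 0.0034, and adjusted p = 0.57 with an estimated correlation). The azide effect differed between genotypes for 10 of the 66 over all genes tested, positive in 9 and negative in 1 (16 and 3 when adjusted over the list alone; camera adjusted p = 0.00074, and adjusted p = 0.64 with an estimated correlation). Centred on neuron markers, 11 were higher and 15 lower between genotypes on azide (median 0.09), and 10 were lower and 9 higher on azide in wild type (median -0.26). Under that centring 1 differed in the azide effect between genotypes, and 3 did with quantile normalization. On ribosomal protein genes, 23 were lower on azide in wild type. The candidates were chosen by the study from these libraries, so the direction, the camera p-values and the counts adjusted over the list alone are not independent evidence.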

Of the 70 genes tested (Supplementary Data Table 3), only suppression of *nlp-52*, which encodes a neuropeptide-like protein, significantly reduced glial UPR^mt^ activation during muscle-specific mtDSBs (Fig. 6c, d), suggesting its involvement in muscle-to-glia mitochondrial stress signaling. We confirmed this result using the *nlp-52(tm12973)* mutant, which phenocopied *nlp-52* RNAi (Fig. 6e, f). In further support, dense-core vesicle exocytosis, which is required for neuropeptide signaling and is mediated by UNC-31 (Ca^2+^-dependent activator protein for secretion, CAPS)^25^, is necessary for muscle-to-glia UPR^mt^ signaling as RNAi of *unc-31* reduced glial DVE-1::GFP activation in animals experiencing muscle-specific mtDSBs (Extended Data Fig. 5b, c).

Next, we generated animals in which *nlp-52* was knocked-down exclusively in body wall muscle cells through the expression of complementary sense and antisense RNA sequences driven by the *myo-3* promoter that target *nlp-52* transcripts. Muscle-to-glia UPR^mt^ signaling was almost completely abolished in these animals (Fig. 6g, h), suggesting that NLP-52 originating from the muscle is required to activate cell-non-autonomous UPR^mt^ in the glia. Confirming this interpretation, we re-introduced a wild type copy of the *nlp-52* gene under the control of a muscle-specific promoter (*myo-3*p) into *nlp-52(tm12973)* mutants, which restored muscle-to-glia UPR^mt^ activation (Fig. 6e, f).

## Discussion

Environmental stressors and physiological cues that affect mitochondrial function are communicated to the nucleus and distal tissues. Although these functions are important for coordinating organismal homeostasis, excessive and chronic signaling is maladaptive. Our results suggest that miR-71 is upregulated during mitochondrial stress in muscle cells, where it directly targets *dve-1* transcripts for degradation, protecting cell function against inordinate UPR^mt^ activation. In addition, miR-71 suppresses multiple neuropeptides and insulin-like peptides, including NLP-52 which is required in muscle cells to mediate muscle-to-glia mitochondrial stress signaling. Together, our results highlight a miRNA-mediated mechanism that can simultaneously suppress both cell-autonomous and cell-non-autonomous mitochondrial stress signaling pathways during mitochondrial dysfunction (Fig. 6i).

Because miRNAs are a class of regulatory molecules that can provide immediate, reversible, and sequence-specific post-transcriptional control across multiple genetic pathways, we speculate that miR-71 enacts rapid and broad-spectrum negative feedback on mitochondrial stress signaling. In addition to *dve-1*, which we demonstrated to be a direct target of miR-71, RNA-seq revealed that *unc-31* transcripts are suppressed by miR-71 during mitochondrial stress (FDR = 0.0045; Supplementary Data Table 2). Indeed, *unc-31* has previously been shown to be a direct target of miR-71 regulation via its 3’UTR^44^. 

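The transcript of *unc-31*, on chromosome IV from 12773886 to 12787513, fell in wild type from 8.48 ± 0.535 CPM (SD, n = 3) on water to 4.65 ± 0.486 (SD, n = 3) on azide. This is a log2 fold change of -0.87 (standard error 0.23, adjusted p = 0.00594 from edgeR). On azide it was higher in the *mir-71* deletion, at 8.76 ± 2.98 CPM (SD, n = 3). Its log2 fold change was 0.91 against wild type (standard error 0.23, adjusted p = 0.00771 from edgeR). The 3 libraries of the deletion on azide spread from 6.04 through 8.30 to 11.9 CPM, and without the highest, replicate 3, the log2 fold change was 0.59 (adjusted p = 0.0258 from edgeR). The call is lost with quantile normalization (adjusted p = 0.0863) and when centred on neuron markers (adjusted p = 0.692), over a range of 0.00153 to 0.692 across all settings. It is lost too at an absolute log2 fold change of at least 1, as is that of the fall in wild type, which is also lost when centred on neuron markers. On water the difference between genotypes was 0.39 (adjusted p = 0.461 from edgeR). The azide effect was not shown to differ between genotypes (interaction of 0.52, adjusted p = 0.294 from edgeR).

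For *dve-1*, on chromosome X from 427687 to 433793, the transcript level did not differ past the threshold between genotypes, on water (log2 fold change of -0.16, adjusted p = 0.748 from edgeR) or on azide (0.19, adjusted p = 0.414 from edgeR). It fell on azide in wild type from 27.2 ± 4.87 to 19 ± 1.43 CPM (SD, n = 3 in each; adjusted p = 0.0213 from edgeR). That call is lost when centred on ribosomal protein genes, at an absolute log2 fold change of at least 1, and without replicate 1 of wild type on water or replicate 1 or 2 of wild type on azide. Centring on neuron markers turned the value to 0.018. The paper's *dve-1* evidence comes from reporters, mutated miR-71 sites and qPCR under muscle-specific mtDSBs with miR-71 overexpressed. Here the stress was azide and *mir-71* was deleted, so these values do not repeat those experiments. Of the 6 genes the study names as predicted or known miR-71 targets (*dve-1*, *dct-1*, *atg-2*, *hsp-6*, *daf-2* and *unc-31*), *unc-31* alone was higher in the deletion on azide (1 when adjusted over the list alone). In the paper's reporter experiments, overexpressed miR-71 lowered the *dve-1* reporter and not those of *dct-1*, *atg-2*, *hsp-6* or *daf-2*. For *unc-31* the paper cites earlier work. On water edgeR called 0 of the 6 in either direction (0 when adjusted over the list alone), with 0 at an unadjusted p under 0.05 and 0 by DESeq2. In wild type, azide raised 3 of the 6 and lowered 2 (3 and 2 when adjusted over the list alone). Centred on muscle markers it raised 1, and centred on neuron markers 3 were lower between genotypes on azide. The paper states that miR-71 suppresses *unc-31* transcripts during mitochondrial stress. Wild type on azide also differed from the deletion on azide in the molting and oogenesis lists, and a developmental difference was not separated from an effect of miR-71.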

We found that other transcripts encoding neuropeptides and insulin-like peptides with demonstrated and potential roles in cell-non-autonomous UPR^mt^ signaling are also regulated by miR-71 during mitochondrial stress. While we demonstrated that NLP-52 mediates muscle-to-glia UPR^mt^ activation, INS-27, INS-35, and FLP-1 have previously been shown to mediate neuron-to-intestine UPR^mt^ activation^28,63^ and FLP-2 functions in a neural sub-circuit to signal cell-non-autonomous UPR^mt 27^. The rich complexity of peptides regulated by miR-71 during mitochondrial stress could represent a peptide code that communicates stress between distinct cell types, enabling interpretation of the tissue incurring mitochondrial damage and specifying the cells that can receive and act on such signals.

If miR-71 mediates broad dampening of mitochondrial stress signaling, it is important to note that miR-71 is only induced during severe levels of mitochondrial stress, such as during high (60%) but not low (35%) levels of *uaDf5* heteroplasmy. This suggests that miR-71 enacts negative feedback once a certain threshold of mitochondrial dysfunction is surpassed. We found that *mir-71* is transcriptionally regulated by the funneling of at least three distinct stress pathways and their downstream transcription factors (ATFS-1, HIF-1, and DAF-16) on the promoter of *mir-71*. Because each transcription factor is required for the full miR-71 response, it is possible that this mechanism ensures that suppression of *dve-1* and cell-non-autonomous signaling is only engaged if mitochondrial stress levels are sufficient to simultaneously activate these three (and likely other) signaling pathways. Under such severe stress conditions, DVE-1-driven UPR^mt^ mechanisms may be deemed ineffective and instead maladaptive, particularly in the presence of high loads of mtDNA mutations and lesions that are irreparable.

In addition to levels of mitochondrial stress, the tissue-specific localization of the stress could play an important role in how signaling occurs systemically. The interpretation of mitochondrial stress emanating from muscle cells, for instance, may act as important feedback to the nervous system, which plays a critical role in the transfer of information relating to mitochondrial status across the whole animal. Glial cells were recently found to serve as upstream mediators of mitochondrial signaling across the entire organism^64^. Mitochondrial perturbations can be sensed by glia, which initiate systemic responses to promote mitochondrial stress resilience by using small clear vesicles to directly signal to neurons, which then relay the signal to the periphery via downstream neuronal mechanisms^64^. It is therefore possible that the muscle-to-glia signaling axis uncovered here could act to relay information on the status of peripheral mitochondrial health back to the nervous system, which may then communicate further instructions across the whole animal. Indeed, muscle cells may act as important sentinels of mitochondrial health due to their energetic demands that constrain metabolic flexibility. For instance, in mitochondrial myopathy caused by mtDNA defects, a mammalian integrated mitochondrial stress response (ISR^mt^) proceeds in several stages that include the endocrine actions of secreted FGF21, driving signaling from muscle-to-brain and progressing the ISR^mt^ locally and systemically^65^. Mitochondrial myopathies have other major systemic consequences, affecting brain metabolism as well as systemic inflammation, epithelial senescence, liver steatosis, white adipose tissue abundance, and aging^65,66^. In *Drosophila*, the UPR^mt^ and ImpL2 (an ortholog to the human insulin-like growth factor binding protein IGFBP7) is induced by mild mitochondrial stress in muscle tissue, which upregulates mitophagy and suppresses insulin signaling throughout the whole animal, promoting longevity^67^. Therefore, mitochondrial health in muscle and the cell-non-autonomous relay of this information to other organs plays an important role in whole animal health.

Whether miR-71 acts in cells other than muscle to regulate *dve-1* and non-autonomous signaling during severe mitochondrial stress remains to be determined, although the vast number of factors it influences during systemic mitochondrial inhibition suggests that this is likely. Importantly, miR-71 has been shown to regulate multiple and diverse biological processes in a highly context-dependent manner. In the nervous system, miR-71 promotes lifespan extension by facilitating the activation of *daf-16* in the intestine upon germline removal^46^, as well as through regulation of the transcription factor PHA-4/FOXA in response to dietary restriction^43^. miR-71 was also shown to mediate a direct link between food perception and the inhibition of the Toll-receptor-domain protein TIR-1 within the AWC olfactory neuron to control organismal aging and proteostasis in the intestine^47^. These neuronal functions demonstrate convergence of miR-71 activity upon the aging process via the regulation of distinct longevity pathways. Considering the close association between mitochondrial health, proteostasis, and longevity, it would be unsurprising that miR-71 dampens hyperactive mitochondrial stress responses across tissues, thereby promoting homeostasis and organismal health. More broadly, while miR-71 directly or indirectly regulates hundreds of genes under normal conditions, during mitochondrial stress the number of transcripts that are suppressed in a miR-71-dependent manner grows into the thousands (Fig. 6a), indicating a major role in orchestrating mitochondrial homeostasis.

How inordinate mitochondrial stress responses contribute to the pathogenesis of diseases of aging, including cancers, neuroinflammation, and neurodegeneration, is not fully understood^30–32^. It was recently proposed that chronic hyperactivation of mitochondrial stress signaling drives energetically costly gains-of-function, such as mitochondrial and protein turnover and the production and secretion of cytokines and other factors, and that this “hypermetabolic state” promotes mitochondrial disease pathophysiology by diverting energy into futile repair and recovery efforts^68^. Indeed, in *C. elegans*, UPR^mt^ signaling launches a broad panel of energy consuming processes, such as innate immunity and pathogen clearance programs^18^, which may be irrelevant to correcting the cause of stress. Interestingly, thermogenic thyroid hormones are downregulated in patients harboring the m.3243 A > G mtDNA mutation, suggesting the presence of physiological mechanisms in mammals that curb whole animal mitochondrial stress signaling^69^. Furthermore, decreasing systemic physiological responses to mitochondrial defects in mice via GDF15 or FGF21 deletion reduces hypermetabolism and systemic inflammation, normalizes body weight, and prolongs shortened lifespans^65,66,70^. Our study suggests that miRNAs play an important and coordinated role in limiting unfettered autonomous and systemic mitochondrial stress responses, and as such could be explored as a therapeutic means of reducing mitochondrial stress hyperactivation in a broad spectrum of disorders.

## Methods

All resources used in this study are listed in Supplementary Data Table 4 to 6.

### *C. elegans* strains and maintenance

A full list of strains made for this project are listed in Table S4. Animals were maintained according to established methods^71^ on Nematode Growth Medium (NGM) agar plates seeded with OP50 *E. coli* and cultured at 20 °C unless otherwise indicated. Genetic crosses were performed with the aid of SoMarker^72^. Animals with Mos-mediated single-copy insertions of transgenes (MosSCI, *foxSi* alleles) were generated as described previously^73^. Briefly, gonads of 1-day-old adults of the MosSCI acceptor strains were injected with 50 ng/μl of the corresponding plasmid (PureLink™ HiPure Plasmid Miniprep Kit, Invitrogen). After injection, animals were kept at 25 °C to enable Mos-transposase-mediated insertion, which was confirmed by PCR approximately 2 weeks after injection. Animals carrying extrachromosomal arrays were obtained by injecting 10 ng/μl of plasmid DNA (PureLink™ Quick Plasmid Miniprep Kit, Invitrogen) together with the co-injection marker *odr-1p::dsRed* or *odr-1p::GFP* (10 ng/μl) into gonads of 1-day-old adults. Subsequent transmission was checked by following the co-injection marker.

### Constructs

A full list of plasmid constructs made for this project are listed in Table S5. Most constructs were generated with overlap extension PCR (MegaWHOP), similar to previously performed^74^ using Phusion™ High-Fidelity DNA Polymerase (Thermo Scientific), T4 polynucleotide kinase (NEB), T4 DNA ligase (NEB), the restriction enzyme *Dpn*I (cat. R0176, NEB), and DH5α competent bacteria. For genomic DNA (gDNA) template used for cloning, wild-type (N2) animals were lysed for 1 h at 65  °C in Mitochondrial Lysis Buffer (MLB)^75^, supplemented with 0.1 mg/ml proteinase K. gDNA was subsequently extracted by phenol:chloroform following standard procedure.

The *mir-71* coding sequence was amplified from N2 gDNA using the oligos ik481 and ik474. Standard sequences of *his-72*, *eft-3, myo-3, ges-1* and *rgef-1* promoters, and the *tbb-2 3’UTR*, used in constructs can be found in the plasmids pSZ33, pSZ110, pSZ32, pSZ57, pSZ59, respectively^75^. To swap *tbb-2 3’UTR* in pSZ232 with alternative 3’UTR sequences, the *dct-1 3’UTR* was amplified with the oligos ik245 and ik246, *atg-2 3’UTR* with ik247 and ik248, *hsp-6 3’UTR* with ik249 and ik250, *daf-2 3’UTR* with ik251 and ik252, and *dve-1 3’UTR* with ik255 and ik256. The two mutations of the miR-71 binding motif in the *dve-1 3’UTR* were introduced by PCR using the oligos ik282/ik283 and ik293/ik294. The promoter region of *mir-228* was amplified from N2 gDNA using the oligos ik473 and ik472. The *mir-71* locus *(mir-71p::mir-71::mir-71 3’UTR)* was amplified from N2 gDNA using the oligos ik343 and ik463. All oligonucleotide sequences are listed in Table S6.

pSZ336 *(CMVp::hif-1(P621G)::3xFLAG::P2A::atfs-1::2xMYC::T2A::daf-16::HA)* was created by assembling gBlock cDNA fragments (IDT) of *atfs-1 (NM_074114), daf-16 (NM_001381205)* and *hif-1(NM_075607.8)*. *C. elegans* cDNA sequences were codon-optimized for expression in mammalian cells. HIF-1 degradation was prevented by using P621G mutation^62^. cDNA fragments were assembled using Phusion DNA polymerase (NEB), Taq DNA ligase (NEB), and T5 exonuclease (NEB) following the standard Gibson assembly protocol^76,77^.

### Small RNA sequencing

Synchronized worm populations were obtained by egg pulse, which was performed by isolating 100 egg-laying adults for 2 h in three biological replicates per strain, removing adults, and then allowing progeny to hatch and develop. When the progeny reached the L4 stage, larvae were collected in 1 ml of M9 buffer with 0.01% Tween20 and washed twice. 500 μl of TRIzol was added to the pelleted animals and the samples were freeze-cracked three times in liquid nitrogen to break open the cuticle. The standard TRIzol extraction protocol was followed, and the final RNA pellet was diluted in 20 μl of nuclease-free water. Small RNA sequencing libraries were prepared using the Illumina small RNA sequencing kit with 1 μg of total RNA input. Libraries were checked for size on an Agilent 2100 Bioanalyzer system, and their concentration was measured using the Invitrogen™ Qubit™ Fluorometer. Libraries were pooled and sequenced on an Illumina NextSeq sequencer. The obtained reads were mapped to the *C. elegans* genome version ce10 and annotated to miRBase release 21. Data was thresholded to adjusted P ≤ 0.05 and a fold change of 2 for downstream analysis.

### Locomotion assay

For all locomotion assays, animals were synchronized by egg pulse by allowing 30 egg-laying adults to produce eggs for 2 h before removing them from the NGM plate and raising the progeny to the L4 stage. The L4 animals were collected in 500 μl of M9 buffer with 0.01% Tween20 and transferred to 35 mm NGM plates without food using 1 ml of M9 buffer. After one minute of free swimming (adaptation time) the plates were placed under a Nikon SMZ745T stereomicroscope with a TrueChrome IIS camera (Tucsen Photonics) at 1.5x magnification and swimming behavior was recorded for 1 min. Body bends per minute were quantified using WormLab software (MBF Bioscience). 720 frames of video were analyzed by the software and at least 250 continuously trackable frames from individual animals were used for quantification.

### Microscopy and image analysis

For imaging, animals were immobilized in 10 µl of 25 mM Tetramisole (Sigma) on a 2% agarose (dissolved in H_2_O) pad on a glass slide and covered with a coverslip. Microphotographs were taken on a Zeiss Z2 imager microscope equipped with a Zeiss Axiocam 506 mono camera, using the ZEN 2 software (Zeiss, version 2.0.0.0). Image processing and analysis were performed with FIJI software^78^.

### Real-time qRT-PCR analysis of mRNAs

Total RNA was extracted using TRIZol according to the manufacturer’s instructions and dissolved in 20 – 50 µl of ultrapure water (Invitrogen), depending on RNA pellet size. 1 µl was reverse-transcribed in a volume of 20 µl containing 4 µl of 5X ProtoScript II reaction buffer (NEB), 25 µM dNTPs, 50 µM oligo dT, 50 µM random hexamers, 2 µl DTT, 20 units of ProtoScript II reverse transcriptase (NEB), and 0.25 µl of murine RNase inhibitor (NEB). The reaction was incubated at 42 °C for 1 h followed by enzyme inactivation at 65 °C for 15 min. cDNA was diluted 1:20 and real-time quantitative reverse transcriptase PCR (RT qPCR) was run on a LightCycler 480 II (Roche) in a total volume of 10 µl containing 5 µl SensiFAST SYBER No-ROX (Bioline Meridian Biosystems), 1 µl of cDNA and 500 nM of each primer at the cycling conditions of 95 °C for 3 min, followed by 45 cycles of denaturation at 95 °C for 10 s, annealing at 60 °C for 10 s, and elongation at 72 °C for 20 s. Threshold cycle (Ct) values were determined by calculating the second derivative maximum of the amplification curve for three technical triplicates for each sample. Samples were normalized to actin, a gene which did not change its expression level under the experimental conditions. Fold changes were calculated based on the 2^-∆∆Ct^ method.

### Real-time qRT-PCR analysis of miRNAs

Total RNA was Poly(A) tailed and reverse-transcribed as described previously^79^. Briefly, a total volume of 10 µl containing 200 ng of total RNA, 2 µl 5X ProtoScript II reaction buffer (NEB), 25 µM ATP, 25 µM dNTPs, 50 µM RT primer (ik44), 1 unit of poly(A) polymerase (Invitrogen) and 20 units of ProtoScript II reverse transcriptase (NEB) were incubated at 42 °C for 1 h, followed by enzyme inactivation at 95 °C for 5 min. MiRNA-specific primers were designed as previously described^79^. cDNA was diluted 1:5 and RT qPCR was run on a LightCycler 480 II (Roche) in a total volume of 10 µl containing 5 µl SensiFAST SYBER No-ROX (Bioline Meridian Biosystems), 1 µl of cDNA and 250 nM of each primer primer (miR-35-5p was amplified with ik16/ik17, miR-71-5p with ik38/39 and miR-59-3p with ik48/49) at the cycling conditions of 95 °C for 3 min, followed by 45 cycles of denaturation at 95 °C for 10 s, annealing at 60 °C for 10 s, and elongation at 72 °C for 20 s. Threshold cycle (Ct) values were determined by calculating the second derivative maximum of the amplification curve for three technical triplicates for each sample. Samples were normalized to miR-59, a miRNA which did not change its expression level under the experimental conditions. Fold changes were calculated based on the 2^-∆∆Ct^ method.

### RNA sequencing

As above, synchronized worm populations were obtained by egg pulse, which was performed by isolating 100 egg-laying adults for 2 h in three biological replicates per strain, removing adults, and then allowing the progeny to hatch and develop. When the progeny reached the L4 stage, larvae were collected in 1 ml of M9 buffer with 0.01% Tween20 and washed twice. 500 μl of TRIzol was added to the pelleted animals and the samples were freeze-cracked three times in liquid nitrogen. The standard TRIzol extraction protocol was followed, and the final RNA pellet was diluted in 20 μl of nuclease-free water. Sequencing library preparation, sequencing and data analysis were carried out by Azenta (https://www.azenta.com/). 1 μg total RNA was used for library preparation with poly(A) mRNA isolated using Oligo(dT) beads. mRNA fragmentation was performed using divalent cations and high temperature, and cDNA was synthesized using random sequence primers. The purified double-stranded cDNA was treated to repair both ends and add a dA-tail in one reaction, followed by a T-A ligation to add adapters to both ends. Size selection of Adapter-ligated DNA was then performed using DNA Clean Beads and each sample was amplified by PCR using P5 and P7 primers and the PCR products were validated. Libraries with different indexes were then multiplexed and sequenced using a 2 × 150 paired-end (PE) configuration according to the manufacturer’s instructions. In order to remove technical sequences, including adapters, PCR primers, or fragments thereof, and quality of bases lower than 20, pass filter data in FASTQ format were processed by Cutadapt (V1.9.1, phred cutoff: 20, error rate: 0.1, adapter overlap: 1 bp, min. length: 75, proportion of N: 0.1) to filter reads. The *C. elegans* reference genome sequence and gene model annotation files were downloaded from https://www.ncbi.nlm.nih.gov/assembly/GCF_000002985.6/. Hisat2 (v2.0.1) was used to index the reference genome sequence and to align filtered reads to the reference genome. FASTA format transcripts were converted from the known gff annotation file and indexed properly. Then, with the file as a reference gene file, HTSeq (v0.6.1) estimated gene and isoform expression levels from the pair-end filtered data. Differential gene expression analysis was completed using the DESeq2 Bioconductor package, with an adjusted *P* value cutoff of *P* < 0.05 for differentially expressed genes.

### Pharmacological treatments

Sodium azide (Sigma) was dissolved in MilliQ H_2_O and diluted in M9 to a concentration of either 10 mM (miR-71 induction experiments) or 20 mM (*hsp-6*p::GFP experiments) and 0.2 ml of this solution was then spread evenly over 35 mm (4 ml) NGM plates seeded with *E. coli* OP50 and left to absorb into NGM to reach final concentrations of 0.5 mM and 1 mM, respectively. Larval stage L1 individuals were transferred onto these plates and were raised to L4 and then analyzed (miR-71 induction experiments). For *hsp-6*p::GFP experiments, L4 animals were placed on the sodium azide plates for 5 h and then assessed. Tunicamycin (Sigma) was dissolved into M9 buffer to a concentration of 0.4 µg/ml and 0.2 ml of this solution spread evenly over 35 mm NGM plates seeded with *E. coli* OP50 and allowed to absorb into the NGM to reach a final concentration of 0.02 µg/ml. L4 individuals were transferred onto these plates and allowed to develop for 5 h before analysis.

### HEK293T cell culture, transfection, and co-immunoprecipitation

HEK293T cells were grown in 10 cm culture dishes in Dulbecco’s Modified Eagle Medium (Gibco) supplemented with 10% fetal bovine serum at 37 °C and 5% CO_2_. When the cells reached 60-70% confluency, 10 μg of plasmid pSZ336 (and for co-transfection 5 μg of pSZ314) were transfected with X-tremeGENE™ 9 (Roche) in Opti-MEM medium (Gibco) according to the manufacturer’s instructions. When cells reached full confluency, they were washed with cold PBS and lyzed in 500 μl of lysis buffer supplemented with proteinase inhibitor (Sigma) and 1 mM phenylmethylsulfonyl fluoride (PMSF) on ice for 30 min with occasional vortexing. Debris was removed by centrifugation at 12,000x*g* at 4 °C for 15 min. An input of 60 μl was kept and 400 μl of supernatant were diluted with additional 600 μl of supplemented lysis buffer and subjected to immunoprecipitation with either 20 μl anti MYC-beads (Pierce, 88842), 50 μl of anti-FLAG beads (Pierce, A36797), or 25 μl of anti-HA beads (Pierce, 88857) and incubated at 4 °C overnight on a rotator. The beads were collected with a magnetic rack and washed 3 times with ice-cold 1X PBS and 3 times with ice-cold RIPA buffer (25 mM Tris-HCl pH 7.4, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS) containing 300 mM NaCl, followed by two more washes with ice-cold RIPA buffer containing 1 M NaCl. The washed beads were resuspended in 60 μl of lysis buffer and 20 μl of 4X western blot sample buffer. The samples were then denatured at 95 °C for 5 min, spun at 20,000x*g* for 10 min at room temperature and ran on a standard 10% SDS PAGE western blot. Coimmunoprecipitation was judged by detecting the individual protein tags.

### Western blot

Samples were boiled in 1X western blot sample buffer at 95 °C for 5 min and centrifuged at 20,000x*g* for 10 min at room temperature. The samples were then run on a 10% SDS polyacrylamide gel in running buffer (25 mM Tris, 250 mM glycine, 0.1% SDS) and blotted onto a PVDF membrane in ice-cold transfer buffer (25 mM Tris, 250 mM glycine, 20% ethanol). Membranes were blocked in TBST buffer (20 mM Tris-HCl (pH 7.5), 137 mM NaCl, 0.1% Tween20) containing 5% bovine serum albumin (BSA, Moregate Biotech) and incubated with primary antibodies in TBST with 5% BSA overnight at 4 °C on a shaker. After 3 washes with TBST, blots were incubated with the respective secondary antibody in TBST at room temperature for one hour and imaged on an Odyssey CLx near-infrared fluorescence imaging system (LI-COR). The antibodies and dilutions used in this study were: anti-HA (Cell Signaling, Cat. 3724), 1:5,000; anti-FLAG (Sigma-Aldrich, Cat. F3165), 1:5,000; anti-Myc (Invitrogen, Cat. PA1-981), 1:5,000; IRDye 680RD goat anti-mouse IgG (LI-COR, Cat. 68070), 1:20,000; and IRDye 800CW goat anti-rabbit IgG (LI-COR, Cat. 32211), 1:20,000.

### Chromatin immunoprecipitation

HEK293T cells were transfected as described above, with each cell culture dish being treated as a biological replicate and three replicates being used in the study. After 24 h, cells were washed 3 times with cold PBS and then fixed for 10 min at room temperature in 1% PFA in PBS in a total volume of 10 ml on an orbital shaker (20 rpm), after which, 1 ml of 2.5 M glycine was added to quench the fixation reaction and incubated for another 10 min. Cells were then washed 3 times with PBS and scraped off the culture dish in 1 ml of RIPA buffer (10 mM Tris-HCl pH 8.0, 0.1% SDS, 1% Triton X-100, 0.1% sodium deoxycholate, 1 mM EDTA, 0.15 M NaCl) supplemented with protease inhibitor (Sigma) and 1 mM PMSF, and incubated on ice for 15 min with occasional vortexing. Samples were then sonicated using a Covaris (M220 Focused-Ultrasonicator) for 450 s at 25 W, CBP 200, DF 20%. After centrifugation samples were spun at 10,000xg for 10 min at 4 °C. Supernatant was collected and 1% input were taken. The rest of the sample was split into three tubes and antibody-conjugated beads were added: 20 μl of anti MYC-beads (Pierce, 88842), 50 μl of anti-FLAG beads (Pierce, A36797), or 25 μl of anti-HA beads (Pierce, 88857). The samples were then incubated for 2 h at 4 °C, rotating (12 rpm). Magnetic beads were collected on a magnetic stand (BioRad) and washed 1X with 0.5 ml TSE-150 (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.1, 150 mM NaCl), 2X with 0.5 ml TSE-500 (TSE with 500 mM NaCl), 1X with 0.5 TSE-1M (TSE with 1 M NaCl), 1X with 0.5 ml LiCl (250 mM LiCl, 1% NP40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8.1), and 2X with 0.5 ml TE (10 mM Tris pH 8.0, 1 mM EDTA). Then, 2×0.2 ml of elution buffer (1% SDS, 0.1 M NaHCO_3_) was added to the beads with incubation for 15 min on a rotator at room temperature. After adding 20 μl of 5 M NaCl, cross-links were reversed over night at 65 °C. The next day, 10 μl of 0.5 M EDTA, 20 μl of 1 M Tris-HCL pH 6.5, and 5 μl of proteinase K (10 mg/ml) were added and incubated for another hour at 65 °C. DNA was then extracted by standard phenol-chloroform extraction and the pellet was diluted in 50 μl of MilliQ H_2_O. The presence of amplicons of the *mir-71* promoter was tested for by qPCR using the oligos ik393 and ik394 (see Table S6) as described above. Fold enrichment was obtained by comparing the amount of target sequence measured in the IP isolate to the amount measured in the nonspecific IgG control isolate.

### RNA interference (RNAi)

RNAi was performed in a similar manner to that previously described^80^. Briefly, bacteria harboring sequenced-verified RNAi feeding vectors were obtained from the Ahringer library. IPTG plates were made by adding 238 μl of Luria broth (LB) medium, 8 μl of 1 M IPTG (Promega), and 4 μl of ampicillin (100 mg/ml) to the surface of 35 mm NGM plates and allowed to absorb into the NGM and dry. 200 μl of the RNAi bacterial culture (OD 0.4-0.7) was seeded onto these plates, which were subsequently kept in the dark at room temperature to grow a lawn for 24 h. Eggs were seeded onto the RNAi plates and animals raised to the L4 stage and analyzed. To generate strains expressing sense and antisense sequences targeting *nlp-52* in muscle cells, the *nlp-52* cDNA lacking start and stop codons was cloned into a MosSCI vector under the control of the muscle-specific *myo-3* promoter and used to generate transgenic animals. The *nlp-52* sequences were confirmed to have no off-target activity with DsCheck^81^.

### RNAi by injection

RNAi by injection was performed as previously described^82^. Briefly, DNA from the *hif-1* RNAi feeding clone was extracted with the Invitrogen HighPure kit. Five individual 50 μl PCR reactions were set up with 100 ng of plasmid using the T7 primer and Phusion polymerase. All reactions were run on separate lanes on a 1% agarose gel and the bands running at 1,200 bp were cut and DNA was extracted using the Monarch gel purification kit according to the manufacturer’s protocol. 4 μg of the purified (pooled) DNA was transcribed into RNA with T7 RNA polymerase and rNTPs for 5 h at 37 °C. RNA was purified by standard TRIzol extraction (500 μl per 100 μl transcription reaction), and the pellet was resuspended in 50 μl of nuclease-free water. 1-day-old adults were injected into the germline with the purified RNA and subsequent progeny were raised to L4 for analysis.

### Phalloidin staining

Phalloidin staining was performed as previously described^83^. Briefly, 50 L4 animals were collected and washed in M9 buffer and snap-frozen in liquid nitrogen. After thawing, all remaining liquid was removed with a SpeedVac vacuum concentrator. Dried animals were then fixed with ice-cold acetone and dried under a fume hood. 5 μl of Phalloidin–Atto 565 (Sigma) per tube was used for staining in a total volume 20 μl for 30 min in the dark. After 3 washes in M9 buffer with Tween, worms were mounted on agar pads and imaged as described above. The average number of lesions per cell was calculated for each animal. A health score was assigned to each individual, with a maximum score of 3 referring to all muscle cells showing perfect striation, 2.5 being similar but with small imperfections, 2 showing some lesions, and 1 referring to breaks in muscle fibers in all or most cells.

### Statistical analysis

For experiments comparing two conditions, data were analyzed using unpaired two-way Student’s t-tests. For experiments with more than two conditions, data were analyzed using a one-way ANOVA with Tukey’s or Šídák’s multiple comparison tests. Statistical tests, *n* values, and replicate numbers are noted in the figure legends. Most statistical analyses were performed in GraphPad Prism (version 10.2.0).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1-6

Reporting Summary

Peer Review file

## Source data

Source data

## Data Availability

Original data used in each main and Supplementary Fig. has been provided in the data source file. Additional graphical and tabulated supplementary material has been provided in the supplementary documents. This paper analyzes existing, publicly available data. The accession numbers for these datasets are listed in the Materials and Methods section. RNA sequencing data generated in this study has been deposited to NCBI Gene Expression Omnibus under accession number GSE310750. Small RNA sequencing has been deposited to NCBI Sequence Read Archive under accession number PRJNA1354193. Source data are provided with this paper.

# Supplementary material for: The microRNA miR-71 suppresses maladaptive UPRmt signaling through both cell-autonomous and cell-non-autonomous mechanisms
**Source:** Nat Commun. 2025 Dec 14;17:510. doi: 10.1038/s41467-025-67198-2

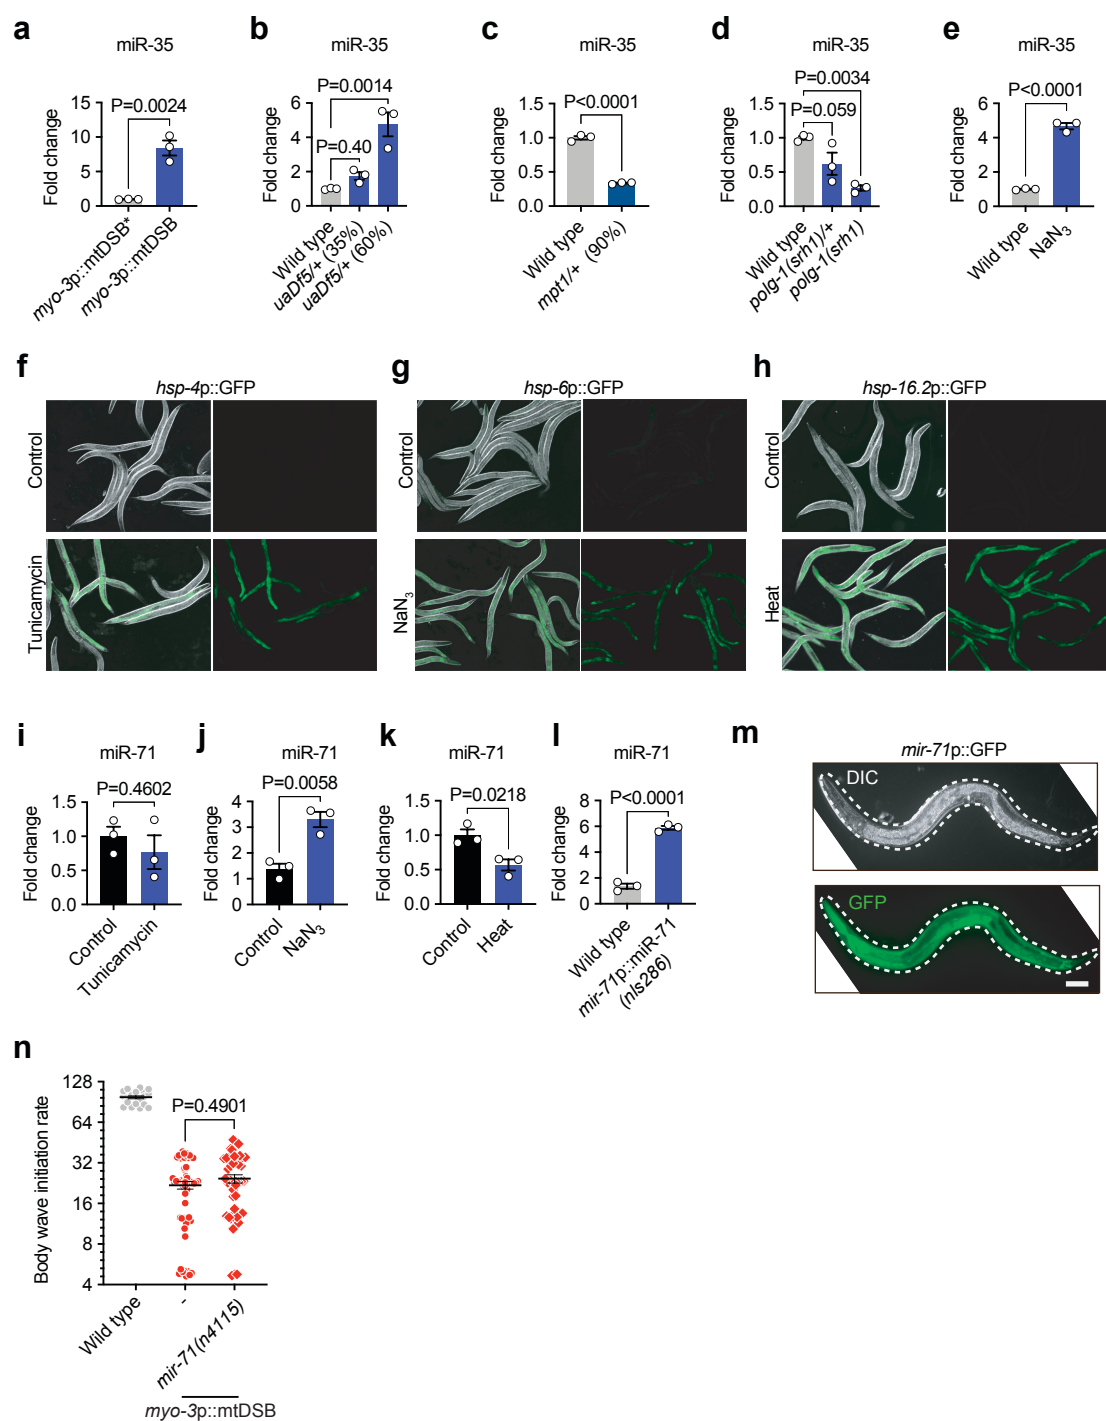

Extended Data Fig. 1. Mitochondrial stress up-regulates miR-35 family and miR-71 miRNAs.

a-e, qPCR analysis of miR-35 levels. Columns represent mean $\pm$ SEM; $n = 3$; (a), (c), and (e) two-way Student's *t* test; (b) and (d) one-way ANOVA with Tukey's post hoc test. **f-h**, representative photomicrographs of animals expressing (f) *hsp-4p::GFP*, (g) *hsp-6p::GFP*, and (h) *hsp-16.2p::GFP* under either control or specific stressor conditions. Tunicamycin, 0.02 μ g/ml; sodium azide (NaN₃), 1 mM. For the heat stress, L4 animals were transferred to 37°C

for 1 h, followed by 5 h recovery at 20°C. **i-l**, qPCR analysis of miR-71 levels. Columns represent mean $\pm$ SEM; $n = 3$; two-way Student's t test. **M**, representative photomicrograph of an animal (outlined by a white dashed line) expressing *mir-71p::GFP*. Scale bar, 50 μ m. **n**, quantification of body wave initiation rate (using WormLab automated software analysis) of L4 animals placed in liquid. Bars represent mean $\pm$ SEM; $n = 21, 56$ and 45 ; one-way ANOVA with Tukey's post hoc test. Source data are provided as a Source Data file.

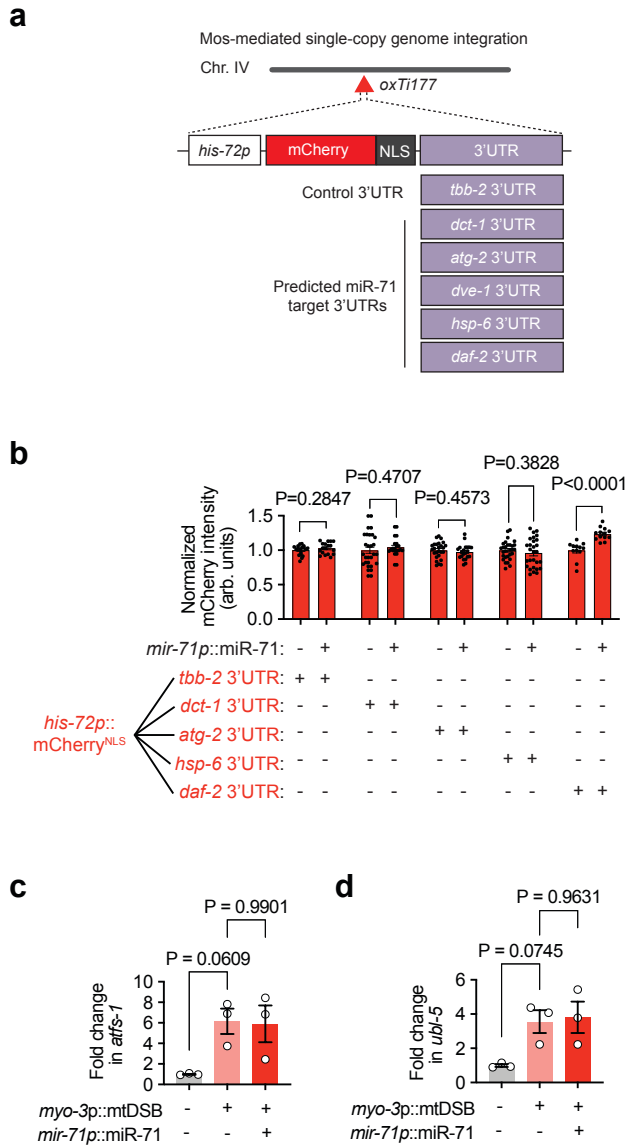

Extended Data Fig. 2. Screening of predicted miR-71 targets reveals that *dve-1* is a specific target of miR-71.

a, schematic diagrams and chromosomal integration site of 3'UTR reporters of predicted miR-71 targets. **b**, quantification of mCherry fluorescence intensity of the heads of animals expressing the 3'UTR reporter. Columns represent mean $\pm$ SEM; two-way Student's t test. **c**, and **d**, qPCR analysis of *atfs-1* and *ubl-5* transcript levels, respectively. Columns represent mean $\pm$ SEM; $n = 3$; one-way ANOVA with Tukey's post hoc test. Source data are provided as a Source Data file.

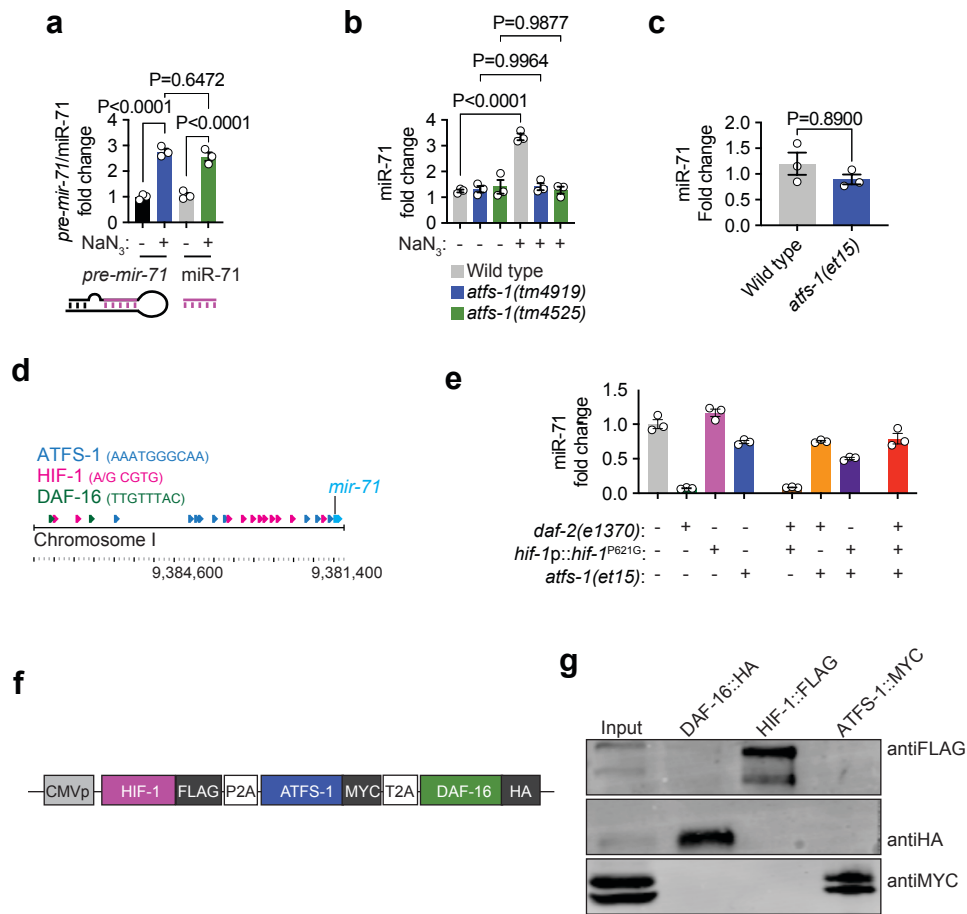

Extended Data Fig. 3. ATFS-1, HIF-1, and DAF-16 regulate miR-71 transcription.

a, qPCR analysis of *pre-mir-71* and mature miR-71 levels. Columns represent mean $\pm$ SEM; $n = 3$; one-way ANOVA with Tukey's post hoc test. NaN₃, sodium azide. **b-c**, qPCR analysis of miR-71 levels. Columns represent mean $\pm$ SEM; $n = 3$; (b) one-way ANOVA with Tukey's post hoc test and (c) two-way Student's t test. **d**, schematic diagram of putative ATFS-1, HIF-1, and DAF-16 binding motifs upstream of the *mir-71* gene. **e**, qPCR analysis of miR-71 levels. Columns represent mean $\pm$ SEM; $n = 3$. **f**, schematic diagram of the mammalian cell culture construct to express HIF-1, ATFS-1, and DAF-16 simultaneously. **g**, representative western blot of coimmunoprecipitation experiments show no physical interaction between DAF-16, HIF-1, and ATFS-1. Source data are provided as a Source Data file.

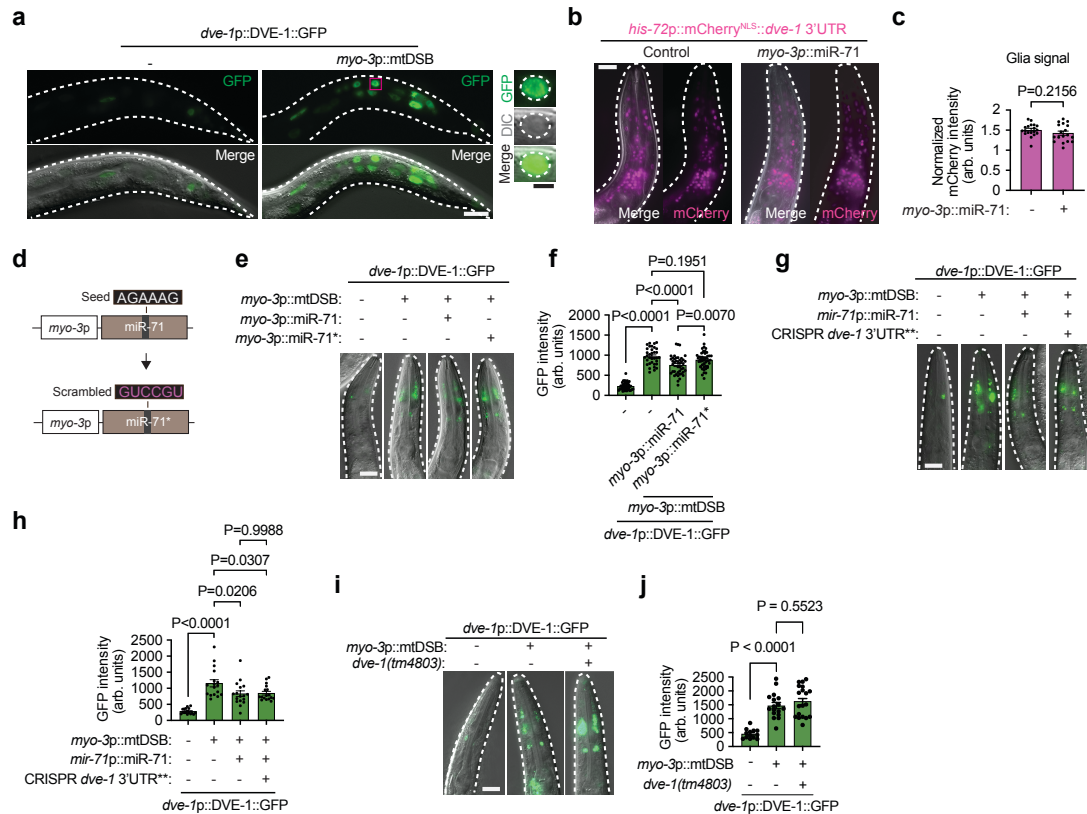

Extended Data Fig. 4. miR-71 regulates cell-non-autonomous mitochondrial stress signaling.

a, representative photomicrographs of the posterior of animals (outlined by a white dashed line) expressing *dve-1p::DVE-1::GFP*. Scale bar, 20 μ m. Red box indicates area enlarged on panels on the right which show GFP signal in the nucleus of an intestinal cell. Scale bar, 5 μ m.

b and **c**, (b) representative photomicrographs of the heads of animals (outlined by a white dashed line) expressing *dve-1p 3'UTR* reporter and (c) quantification of mCherry fluorescence intensity. Columns represent mean $\pm$ SEM; for b, $n = 18, 18, 29, 22, 26, 21, 29, 28, 12$, and 13, for c, $n = 19$ and 18; one-way ANOVA with Tukey's post hoc test. Scale bar, 20 μ m.

d, schematic diagram of the seed sequence of miR-71 and its scrambling in the muscle-specific overexpression transgene. **e-j**, (e), (g), and (i) representative photomicrographs of the heads of animals (outlined by a white dashed line) expressing *dve-1p::DVE-1::GFP*.

(f), (h), and (j) quantification of GFP fluorescence intensity. Columns represent mean $\pm$ SEM; for f, $n = 42, 34, 43$ and 50, for h, $n = 17$; for j, $n = 13, 17$ and 19; one-way ANOVA with Tukey's post hoc test. Scale bar, 20 μ m. Source data are provided as a Source Data file.

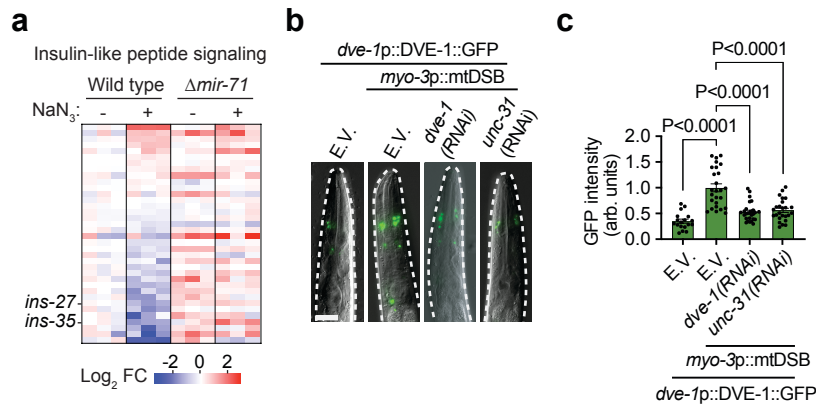

Extended Data Fig. 5. *unc-31* is required for DVE-1 activation in glia upon muscle-specific mtDSB.

a, heat map of RNA-seq results for transcripts involved in insulin-like peptide signaling. $n = 3$. **b**, representative photomicrographs of the heads of animals (outlined by a white dashed line) expressing *dve-1p::DVE-1::GFP*. **c**, Quantification of GFP fluorescence intensity. 

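Within insulin-like peptide signaling, most ligand genes past the threshold were higher in the *mir-71* deletion on azide than in wild type. The ligand gene *daf-28* was at 2.76 ± 0.138 CPM (SD, n = 3) in wild type and 6.96 ± 1.23 (SD, n = 3) in the deletion (log2 fold change of 1.33, standard error 0.208, adjusted p = 0.0004 from edgeR). Higher in the deletion too were *ins-9* (log2 fold change of 2.51, adjusted p = 0.0098 from edgeR), *ins-30* (1.74, adjusted p = 0.0114), *ins-1* (1.05, adjusted p = 0.0164) and *ins-6* (0.78, adjusted p = 0.0133). Centred on neuron markers, 3 of the tested ligand genes were higher and 4 lower, and the calls of *daf-28*, *ins-30*, *ins-1* and *ins-6* are lost. Those of *ins-30*, *ins-1* and *ins-6* are lost with quantile normalization as well. That of *ins-30* is lost without replicate 3 of the deletion on azide and that of *ins-1* without replicate 2 or 3 of wild type on azide. That of *ins-6* is lost when centred on muscle markers, in 2-group fits, with DESeq2 on the 2 groups alone, and at an absolute log2 fold change of at least 1. It is lost too without replicate 1 of wild type on azide or replicate 2 of the deletion on azide. The 2 that were lower, *ins-31* (-4.33, adjusted p = 0.0252 from edgeR) and *ins-34* (-1.74, adjusted p = 0.0468), lose their call when centred on muscle markers or ribosomal protein genes, without the filter on low counts and with DESeq2 on the 2 groups alone. With upper-quartile factors or DESeq2 on all groups, that of *ins-34* is lost too. That of *ins-31* is also lost without replicate 1 or 2 of wild type on azide or replicate 2 or 3 of the deletion on azide. That of *ins-34* is lost without any single library of wild type or replicate 2 or 3 of either deletion group. The phosphoinositide 3-kinase gene *age-1* was lower in the deletion, from 51.9 ± 0.357 to 39.7 ± 1.24 CPM (SD, n = 3 in each; adjusted p = 0.0129 from edgeR). That call is lost with upper-quartile factors or quantile normalization, when centred on muscle markers or ribosomal protein genes, and at the same fold threshold. The receptor gene *daf-2* had a log2 fold change of -0.24 that was not past the threshold (adjusted p = 0.21 from edgeR). In wild type, azide lowered *daf-28* (log2 fold change of -1.19, adjusted p = 0.000315 from edgeR) and raised *daf-2* (0.53, adjusted p = 0.00729). The first call is lost when centred on neuron markers, and the second on muscle markers and at that fold threshold. The insulin-like peptide genes were of low abundance, with 24 of the 40 in the count table having enough reads to be tested. *daf-28* and *age-1* were picked for naming after their values were seen.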

Columns represent mean $\pm$ SEM; $n = 26, 18, 27$ and 25 ; one-way ANOVA with Tukey's post hoc test. Scale bar, $20\mu\text{m}$. Source data are provided as a Source Data file.

Extended Figure 3g original blots

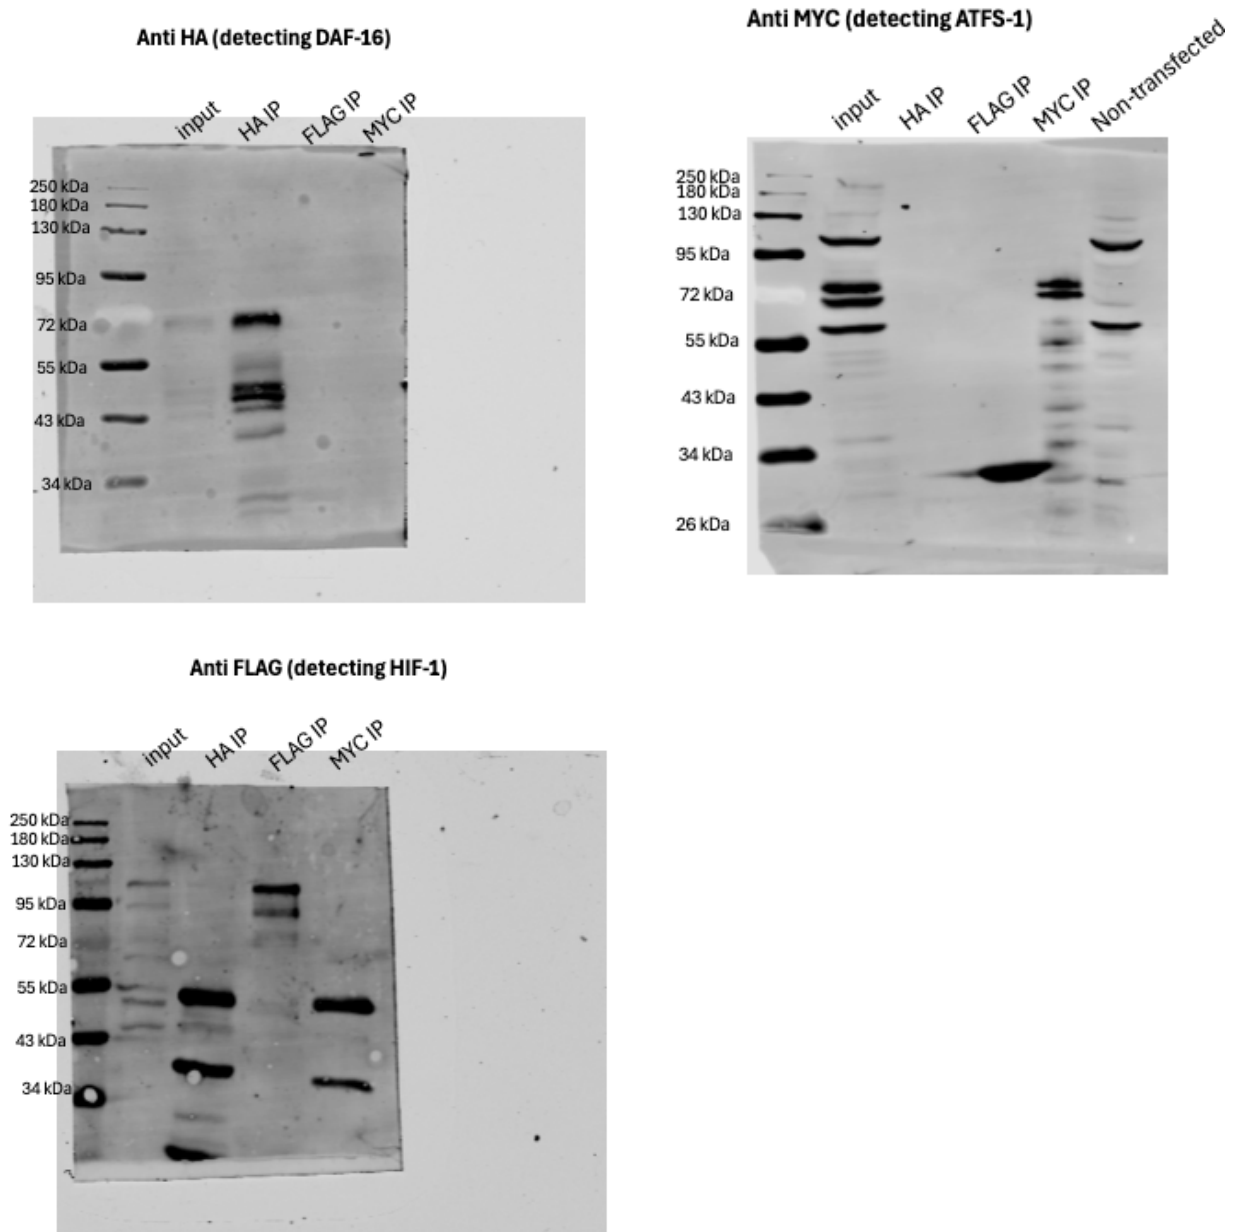

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: The microRNA miR-71 suppresses maladaptive UPRmt signaling through both cell-autonomous and cell-non-autonomous mechanisms
**Source:** Nat Commun. 2025 Dec 14;17:510. doi: 10.1038/s41467-025-67198-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: small RNA levels in animals with a catalytically active or inactive transgene introduced to cause mtDNA double-stranded breaks. A raw count table of selected sequences for each sample was generated for edgeR to perform the differential expression analysis between each group. EdgeR used a trimmed mean of M-values to compute scale factors for library size normalization and used the Cox-Reid profile-adjusted likelihood method to estimate dispersions and the quasi-likelihood F-test to determine differential expression (two-sided comparison).

File Name: Supplementary Data 2

Description: Significantly differentially expressed genes (FDR<0.05) in wild-type animal vs miR-71 knock-out animal with and without azide stress. Sequencing was carried out using a 2x150bp paired-end (PE) configuration; image analysis and base calling were conducted by the HiSeq Control Software (HCS) + OLB + GAPipeline-1.6 (Illumina) on the HiSeq instrument. The sequences were processed and analyzed by GENEWIZ (two-sided comparisons).

File Name: Supplementary Data 3

Description: list of genes knocked down to find signalling molecule in muscle-to-glia stress signalling

File Name: Supplementary Data 4

Description: C. elegans strains used for this study

File Name: Supplementary Data 5

Description: plasmids used for this study

File Name: Supplementary Data 6

Description: primers used for this study

# Supplementary material for: The microRNA miR-71 suppresses maladaptive UPRmt signaling through both cell-autonomous and cell-non-autonomous mechanisms
**Source:** Nat Commun. 2025 Dec 14;17:510. doi: 10.1038/s41467-025-67198-2
**Supplement:** Supplementary file 4 — Reporting Summary

Last updated by author(s): 31/10/2025

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

The obtained reads for small RNA sequencing were mapped to the *C. elegans* genome version ce10 and annotated to miRBase release 21. For mRNA sequencing, in order to remove technical sequences, including adapters, PCR primers, or fragments thereof, and quality of bases lower than 20, pass filter data in FASTQ format were processed by Cutadapt (V1.9.1, phred cutoff: 20, error rate: 0.1, adapter overlap: 1bp, min. length: 75, proportion of N: 0.1) to filter reads. The *C. elegans* reference genome sequence and gene model annotation files were downloaded from https://www.ncbi.nlm.nih.gov/assembly/GCF_000002985.6/. Hisat2 (v2.0.1) was used to index the reference genome sequence and to align filtered reads to the reference genome. FASTA format transcripts were converted from the known gff annotation file and indexed properly. Then, with the file as a reference gene file, HTSeq (v0.6.1) estimated gene and isoform expression levels from the pair-end filtered data. Differential gene expression analysis was completed using the DESeq2 Bioconductor package, with an adjusted P value cutoff of $P < 0.05$ for differentially expressed genes.

Data analysis

GraphPad Prism (version 10.2.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Original data used in each main and supplementary figure has been provided in the data source file. Additional graphical and tabulated supplementary material has been provided in the supplementary documents. This paper analyzes existing, publicly available data. The accession numbers for these datasets are listed in the Materials and Methods section. RNA sequencing data generated by this study can be found at doi.org/10.5281/zenodo.17479944. Small RNA sequencing has been deposited to NCBI Sequence Read Archive, accession number PRJNA1354193.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No sample size calculations were performed. At least 20 animals were used for locomotion assays for each condition. By previously performing this assay many times, we find that 20 animals is sufficient to detect reliable statistical differences among different genetic backgrounds and treatment conditions. For immunoblots, co-immunoprecipitations and qPCRs, we performed $n =$ or > 3 biological replicates. $n = 3$ is a widely used and accepted n value for these types of experiments in this field and produces reliable and sufficient statistical differences among different genetic backgrounds and treatment conditions. In instances where more samples were readily available, we used $n > 3$. For imaging related quantification, we used $n > 10$. n values corresponding to each figure are shown in the figure itself or figure legend. By previously performing imaging experiments many times, we find that 10 animals is sufficient to detect reliable statistical differences among different genetic backgrounds and treatment conditions.

Data exclusions

For aged animals locomotion assay, dead worms, bagging worms and bursted animals were excluded. for qPCR, raw CT value in each sample with a difference 0.5 or greater from other two technical replicates was excluded.

Replication	All locomotion assays were repeated independently at least twice.<br>All immunoblots were repeated independently at least three times.<br>All qPCR results had at least three biological replicates and each sample had three technical replicates.<br>All small RNA and RNA sequencing experiments were repeated three independent times.<br>All the replication attempts were successful.<br>For microscopy, at least 10 independent animals were imaged.
Randomization	For <i>C. elegans</i> experiments, populations of animals were raised under identical conditions. Worms were randomly picked from populations for qPCR related assays, locomotion assays, and imaging. For cell culture related assays, cells were grown on tissue culture dishes and were scraped down for assays.
Blinding	Experimenters were not blinded to strain or genotype. Individual animals were picked or washed off plates randomly for each assay.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	The antibodies and dilutions used in this study were: anti-HA (Cell Signalling, Cat. 3724), 1:5,000; anti-FLAG (Sigma-Aldrich, Cat. F3165), 1:5,000; anti-Myc (Invitrogen, Cat. PA1-981), 1:5,000; IRDye 680RD goat anti-mouse IgG (LI-COR, Cat. 68070), 1:20,000; and IRDye 800CW goat anti-rabbit IgG (LI-COR, Cat. 32211), 1:20,000.
Validation	All antibodies used in this study are commercially available and have been validated by the manufacturer.<br>Anti-HA (clone. c29F4), applications: Western Blot, Immunoprecipitation, Immunohistochemistry, ChIP, CUT&RUN, CUT&Tag, Dot Blot, eCLIP, Immunofluorescence, Flow Cytometry. Species Reactivity: All Species Expected. Manufacturer's website: https://www.cellsignal.com/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724<br>Anti-FLAG (clone. M2), applications: Immunoblotting, Immunoprecipitation, Immunocytochemistry, Immunofluorescence, ELISA, EIA, ChIP, Electron Microscopy, Flow Cytometry, Supershift assays. Species Reactivity: All Species. Manufacturer's website: https://www.sigmaaldrich.com/AU/en/product/sigma/f3165<br>Anti-Myc, applications: Western Blot, Immunocytochemistry, ChIP, Immunohistochemistry, Immunoprecipitation, Flow Cytometry. Species Reactivity: Tag. Manufacture's statement: This Antibody was verified by Relative expression to ensure that the antibody binds to the antigen stated. Manufacturer's website: https://www.thermofisher.com/antibody/product/Myc-Tag-Antibody-Polyclonal/PA1-981?gclid=CjwKCAjwpuajBhBpEiwA_Ztfhf2e-gjJ8SsK6cdWGCcxdpfXn9e2KIRqNPhNf7aBSyP6ERx4Hlad6RoCvkMQAvD_BwE&ef_id=CjwKCAjwpuajBhBpEiwA_Ztfhf2e-gjJ8SsK6cdWGCcxdpfXn9e2KIRqNPhNf7aBSyP6ERx4Hlad6RoCvkMQAvD_BwE:G:s&s_kwid=AL13652131459737518508!!!g!!10950825775!106531320406&cid=bid_pca_aup_r01_co_cp1359_pjt0000_bid00000_0se_gaw_dy_pur_con

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	HEK 293T/17 is from ATCC [CRL11268] and CAL51 was obtained from DSMZ
Authentication	Cell lines were authenticated by STR profiling
Mycoplasma contamination	PCR analysis confirming negative for mycoplasma contamination
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified cell lines were used

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Caenorhabditis elegans, hermaphrodite, age L1-7 days old (wild type N2 Bristol, mutants and transgenic animals). All mutants and transgenic animals described in this study are in N2 Bristol background.

N2 Bristol wild type

polg-1(srhl)/mnC1 [dpy-10(e128) unc-52(e444) nls190(myo-2::GFP) let-?] II

CL2070 dvl570[hsp-16.2p::GFP + rol-6(su1006)]

QC115 atfs-1(et15)

atfs-1(cmh15) V

TM4525 atfs-1(tm4525)

TM4919 atfs-1(tm4919)/nT1 [qls51]

SJ4005 zcls4 [hsp-4p::gfp] V

SJ4100 zcls13 [hsp-6p::GFP] V

SJ2540 uaDf5/+

mpt1 mpt-1/+ (also called mptDf1/+)

MT12993 mir-71(n4115) I.

SJ2732 miR-71(n4115) I ; foxs1 [myo-3p::MTS::Pst1::mKate2::DD::SL2::His58::GFP+unc-119(+)+unc119(ed3)] III

SJ21121 foxs176 [his-72p::mCherry::2xNLS::dve-1 3'UTR] IV; miR-71 (n4115) I

SJ28 foxs1 [myo-3p::MTS::Pst1::mKate2::DD::SL2::his-58::GFP + unc-119(+)] unc-119(ed3) III

SJ21360 foxSi212 [myo-3p::miR-71] IV

SJ21378 foxSi215 [miR-71p::miR-71] IV

SJ21086 foxs176 [his-72p::mCherry::2xNLS::dve-1 3'UTR] IV

SJ21122 foxs185 [his-72p::mCherry::2xNLS::dve-1 3'UTR**] IV

SJ241 foxs1 [myo-3p::MTS::Pst1::mKate2::DD::SL2::his-58::GFP + unc-119(+)] ; atfs-1(tm4525) V

SJ286 zcls13 [hsp-6::GFP] V; foxEx10[myo-3p::MTS::Pst1::mKate2::DD+Odr-1p::DsRed (10ng/ul +50ng/ul)]

SJ287 zcls9 [hsp-60::GFP + lin-15(+)] V; foxEx10[myo-3p::MTS::Pst1::mKate2::DD+Odr-1p::DsRed (10ng/ul +50ng/ul)]

SJ221 foxSi1 [myo-3p::MTS::Pst1::mKate2::DD::SL2::his58::GFP] III; atfs-1 (tm4525) V

SJ2344 foxSi74 [myo-3p::ΔMTS2-34ATFS-1::Cerulean] I; foxSi1 [myo-3p::MTS::Pst1::mKate2::DD::SL2::His58::GFP]III; atfs-1(tm4525) V

SJ21114 foxSi74 [myo-3p::ΔMTS2-34ATFS-1::Cerulean] I; foxSi1 [myo-3p::MTS::Pst1::mKate2::DD::SL2::His58::GFP]III; atfs-1(tm4525) V; nls286 [mir-71(+)+sur-5::GFP] X

SJ21288 miR-71(n4115) I; Zcls39[dve-1p::dve-1::GFP] II; foxEx308 [myo-3p::mtPstl::mKate2::tbb-2 3'UTR + odr-1p::DsRed]

SJ2546 nls286 [mir-71(+)+sur-5::GFP] X; foxs1[myo-3p::MTS::Pst1::mKate2::DD::SL2::his-58::GFP + unc-119(+)] unc-119(ed3) III

SJ21377 foxSi214 [rgef-1p::miR-71] IV

SJ21361 foxSi213 [ges-1p::miR-71] IV

SJ21098 foxEx285 [myo3p::MTS::Pst1::mKate2::tbb2 3'UTR]; daf-16(mu86) I; muls61 [(pKL78) daf-16::GFP+rol-6 (su1006)]

SJ21076 foxEx282 [myo3p::MTS::Pst1::mKate2::tbb2 3'UTR]; OplS206 [hif-1p::hif-1::GFP::hif-1 3'UTR]

SJ2165 foxEx44 [ATFS-1p::atfs-1::GFP + odr-1p::DsRed (2ng/ul+50ng/ul)]; foxSi19 [myo-3p::Pstl::mKate2::DD::3'UTR] III

CF1038 daf-16(mu86) I

ZG596 hif-1(ia7) V

SJ21094 atfs-1(tm4525) V; daf-16(mu86) I

SJ21237 Zcls39 [dve-1p::dve-1::GFP]; foxEx305 [myo-3p::mtPstl::tbb-2 3'UTR]

SJ4197 Zcls39 [dve-1p::dve-1::GFP] II

SJ21362 foxEx321 [mir-228p::mKate2::tbb2-3'UTR]; foxs14 [myo-3p::MTS::Pst1::mKate2::tbb-2 3'UTR]III; zcls39 [dve-1p::dve-1::GFP] II

SJ21288 miR-71(n4115) I; Zcls39 [dve-1p::dve-1::GFP] II; foxEx308 [myo-3p::mtPstl::mKate2::tbb-2 3'UTR + odr-1p::DsRed]

SJ21808 Zcls39 [dve-1p::dve-1::GFP::unc-54 3'UTR]; miR-71 (n4115)

SJ21426 foxs1212 [myo-3p::miR-71] IV; zcls39 [dve-1::dve-1::GFP]; foxEx308 [myo-3p::mtPstl::mKate2::tbb-2 3'UTR]

SJ21407 foxSi215 [miR-71p::miR-71] IV; Zcls39 [dve-1p::dve-1::GFP]; foxEx308 [myo-3p::mtPstl::mKate2::tbb-2 3'UTR + odr-1p::DsRed]

SJ21062 foxs161 [his-72p::mCherry::2xNLS::tbb-2 3'UTR] IV

SJ21084 foxs174 [his-72p::mCherry::2xNLS::atg-2 3'UTR] IV

SJ21085 foxs175 [his-72p::mCherry::2xNLS::dct-1 3'UTR] IV

SJ21117 foxs183 [his-72p::mCherry::2xNLS::daf-2 3'UTR] IV

SJ21118 foxs184 [his-72p::mCherry::2xNLS::hsp-6 3'UTR] IV

SJ21086 foxs176 [his-72p::mCherry::2xNLS::dve-1 3'UTR] IV

SJ21121 foxs176 [his-72p::mCherry::2xNLS::dve-1 3'UTR] IV; miR-71 (n4115) I

SJ21575 foxs230 [myo-3p::miR-71**] IV; zcls39 [dve-1::dve-1::GFP]; foxEx308 [myo-3p::mtPstl::mKate2::tbb-2 3'UTR]

SJ21426 foxs212 [myo-3p::miR-71] IV; zcls39 [dve-1::dve-1::GFP]; foxEx308 [myo-3p::mtPstl::mKate2::tbb-2 3'UTR]

SJ21788 foxEx308 [myo-3p::mtPstl::mKate2::tbb-2 3'UTR + odr-1p::DsRed] ; Zcls39 [dve-1p::dve-1::GFP::unc-54 3'UTR]; syb3514 [dve-1 3'UTR**]; foxSi215 [miR-71p::miR-71] IV

SJ21407 foxSi215 [miR-71p::miR-71] IV; Zcls39 [dve-1p::dve-1::GFP]; foxEx308 [myo-3p::mtPstl::mKate2::tbb-2 3'UTR + odr-1p::DsRed]

Wild animals

This study did not involve wild animals

Reporting on sex	All assay were performed on hermaphrodite <i>C. elegans</i>
Field-collected samples	This study did not involve samples collected from the field
Ethics oversight	No ethics approval is required for this study

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	<i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>
Novel plant genotypes	<i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i>
Authentication	<i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>

How the deposited data were processed for this re-analysis (not part of the article)

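The data are gene-level read counts of whole *C. elegans*, collected at the L4 stage by the paper's methods. They form 4 groups of 3 biological replicates: wild type and the *mir-71(n4115)* deletion, each on water and on sodium azide. Each library was assigned to its group and replicate from the sample labels, which give the genotype, the treatment and a number for every library. The paper describes the replicates as biological, from synchronized egg pulses. The RNA-seq paragraph of the methods names no azide dose.

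The authors made the table by trimming reads with cutadapt 1.9.1, aligning them with HISAT2 2.0.1 to build WBcel235 and counting them per gene with HTSeq 0.6.1, and they tested differences with DESeq2, for which no version is given in the sources used here. Whether the counting used the strand of the reads is not given in the sources used here, so reads of overlapping genes on opposite strands may be shared, as may reads of near-identical copies such as the *hsp-16* genes and the vitellogenins. The deposited counts are whole numbers with no normalization and were used for every test. The same table holds the authors' FPKM values, which equal the count divided by the gene's size and by the library's total, and the size is a coding length; the FPKM values were used only for a stricter filter on peptide genes, at least 2 FPKM in 3 libraries. The table lists 20212 genes, of which 19105 have a count above 0 in a library, with 0 rows that name no gene and 0 columns of per-sample values left unused.

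All 12 libraries were fitted together in edgeR 4.0.16 (R 4.3.3) with a mean for each of the 4 groups, TMM normalization, and the quasi-likelihood test with robust estimates. Genes were kept by edgeR's filter at its minimum of 10 counts per library, scaled to depth, in 3 libraries, and a total of 15, which left 15048 genes. Every test is two-sided, and p was adjusted by Benjamini-Hochberg over the genes tested, with 0.05 as the threshold. The comparisons were the deletion against wild type on water and on azide, azide against water in wild type and in the deletion, and the difference of the azide effect between genotypes, tested as an interaction. For the first of these, 112 genes were higher and 114 lower. TMM factors lay between 0.924 and 1.19, and the 10 most abundant genes held 5.06% to 8.10% of a library's counts. Log2 CPM for principal components used a prior count of 1.

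The gene lists, the tests of the comparisons and the rule for naming genes were fixed before the data were examined, as were all alternatives but DESeq2 on the 2 groups alone. Several tests of explanations were chosen after the results were seen. The named genes are every gene that the study names and the table measures, with *ppfr-1*, the host gene of *mir-71*; in each comparison the 10 largest rises and 10 largest falls among genes past the threshold with a mean of at least 5 CPM in the higher group and no overlap between libraries; and for each list and comparison the 3 members with the largest rise and the 3 with the largest fall past the threshold. *daf-28* and *age-1* fall outside this rule and were named after their values were seen. Values in Supplementary Data Table 2 were seen before the rule was written. The copy of that table used here holds its first comparison in full and part of the second, so no overlap or enrichment was computed on it.

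Gene lists covered FLP and NLP neuropeptides, insulin-like peptides, other neuropeptides, peptide processing and dense-core vesicles, neuropeptide receptors, epidermal antimicrobial peptides, markers of neurons, glia, body wall muscle, intestine and hypodermis, vitellogenins, major sperm proteins, germline proliferation and meiosis, oogenesis and eggshell, early embryo, the molting cycle, adult cuticle, collagens, the UPR mt and its regulators, HIF-1 and DAF-16 targets, heat shock, the nuclear-encoded respiratory chain, ribosomal proteins, detoxification, lectins and lysozymes, the predicted miR-71 targets and the RNAi screen candidates. Of 32 lists, 31 had at least 3 tested members; no gene of the mitochondrial genome was tested. Each list was tested against all other genes with camera (limma 3.58.1) at a preset correlation of 0.01 and again with an estimated correlation, and p was adjusted over the 31 lists within each of the 5 comparisons. With an estimated correlation, the calls that held were heat shock for the deletion on water, none for the deletion on azide, the molting cycle for azide in wild type, HIF-1 targets and heat shock for azide in the deletion, and the molting cycle, hypodermis and heat shock for the interaction. Several lists hold genes of more than 1 tissue, and the markers were chosen from general knowledge of the animal.

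Scaling was varied 6 ways: DESeq2 size factors, upper-quartile factors, quantile normalization, and centring on the neuron markers, the body wall muscle markers or the ribosomal protein genes. A centring scales each library by the median log2 CPM level over the listed genes. It can therefore move all genes by another amount than the median change of those genes. Relative to TMM, some of these 6 scalings move the median log2 fold change of all genes by over 0.1. Values under them are to be read relative to that shift. With upper-quartile factors the median of all genes stood at 0.166 for the deletion on azide, -0.199 for azide in wild type and 0.157 for the interaction. Centring on neuron markers gave -0.219 for the deletion on water, -0.657 for the deletion on azide, 0.477 for azide in wild type and -0.421 for the interaction. Centring on muscle markers gave -0.263, 0.123, -0.225, 0.205 for azide in the deletion and 0.396, in the same order of comparisons. Centring on ribosomal protein genes gave 0.259, 0.119, 0.208, 0.115 and -0.126. The other alternatives were no filter on low counts, at least 50 counts in 3 libraries, fits of the 2 groups of a comparison alone, the replicate number as a block, DESeq2 1.42.0 as the test, an absolute log2 fold change of at least 1, leaving out the genes of the stage lists, body wall muscle markers in place of neuron markers as the reference for peptide genes, the FPKM filter above, and leaving out each library in turn. DESeq2 on the 2 groups alone with all genes was added after the data were seen.

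The test was tried on simulated data: counts drawn from each gene's mean over the 12 libraries, its estimated dispersion and the real library sizes, with 200 genes changed by known folds in 1 group. The changed group was the deletion on water for the first comparison, wild type on azide for azide in wild type, and the deletion on azide for the others. For the deletion against wild type on water, run on 14793 genes, it recovered 19.4% of genes changed 1.5-fold, 44.8% of those changed 2-fold and 90.9% of those changed 4-fold, with 2 unchanged genes called. For the deletion against wild type on azide, on 14806 genes, these were 17.9%, 53.7% and 89.4%, with 10 called. For azide in wild type, on 14776 genes, they were 19.4%, 55.2% and 92.4%, with 5 called, and for azide in the deletion, on 14806 genes, 16.4%, 52.2% and 89.4%, with 8 called. For the interaction, on 14806 genes, they were 0%, 22.4% and 80.3%, with 4 called. With 200 genes changed, changes below 2-fold were therefore often missed. The cutoff that the adjustment sets depends on how many genes change. These rates therefore do not carry over to the comparisons with azide, where far more genes were called.

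Pairs of libraries were compared for repeats: within groups, the correlation of log2 values was 0.953 to 0.986, at most 2.82% of genes had identical counts, and the chi-square of their counts per degree of freedom was at least 7.10, so no library was counted as a repeat of another. Comparisons of list medians between 3 and 3 libraries used exact permutation tests, whose smallest p is 0.1. Sites of miR-71 in 3' UTRs were not analysed here.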

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

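The tests of a developmental difference behind the genes higher on azide, of a larger share of RNA from neurons, and of the developmental covariate in NLP and insulin-like peptide genes were chosen only after those results were seen, as was the reading that the covariate does not work; the value of *ppfr-1* in Supplementary Data Table 2 had been seen beforehand.

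The effect of azide differed between genotypes, by the interaction test, for 1003 genes with a higher and 572 with a lower azide effect in the deletion. The share of higher genes, 63.7%, became 52.3% with DESeq2 size factors (922 and 840), 78.4% with upper-quartile factors (1248 and 343), 46.0% when centred on neuron markers (197 and 231) and 94.6% when centred on muscle markers (1269 and 72). The number with a higher effect was 643, 661, 629 or 668 without replicate 3 of wild type on water, replicate 1 or 2 of wild type on azide or replicate 1 of the deletion on water, and 1608 without replicate 3 of the deletion on azide. The number with a lower effect was 236 or 186 without replicate 1 or 3 of wild type on water, 216, 195 or 255 without replicate 1, 2 or 3 of wild type on azide, 249 or 362 without replicate 1 or 3 of the deletion on water, and 1616, 290 or 954 without replicate 1, 2 or 3 of the deletion on azide. Of 100 regroupings of the libraries drawn, 10, the real one included, gave at least its 1575 genes, up to 4177, so chance is not excluded by them. All 10 are among the 15 drawn that part the genotypes on azide as in the real grouping, and the others gave at most 1 gene. Those 15 keep the difference between genotypes on azide, so their counts measure this structure of the libraries too, and not chance in the interaction alone.

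Lists whose azide effect differed between genotypes by camera were the molting cycle (median difference 1.59 on the log2 scale, 16 genes higher, 18 when adjusted over the list alone), hypodermis markers (2.88, 11 higher, 11 when adjusted over the list alone), glia markers (0.991, 2 higher, 3 when adjusted over the list alone), FLP neuropeptides (0.581, 6 higher, 8 when adjusted over the list alone), neuron markers (0.500, 1 higher, 1 when adjusted over the list alone) and RNAi screen candidates (0.547), which the study chose from these libraries. The FLP median was 0.325, with 1 higher, with quantile normalization, and 2 were higher on ribosomal protein genes, where the neuron marker median was 0.291. Centring on neuron markers left FLP genes at 0.046 and RNAi screen candidates at 0.068, glia markers at 0.488, 6 molting genes higher (median 1.13) and 7 hypodermis markers higher. Differences below 0 were those of vitellogenins (-3.77, 4 lower, 6 when adjusted over the list alone), adult cuticle (-4.58, 3 lower; 1 higher and 3 lower when adjusted over the list alone), oogenesis and eggshell (-1.12, 4 lower, 8 when adjusted over the list alone), heat shock (-1.53, 2 lower, 5 when adjusted over the list alone) and germline proliferation and meiosis (-0.417, positive when centred on muscle markers; edgeR called 0 members in either direction, against 5 lower at an unadjusted p under 0.05 and 3 by DESeq2). Collagens were tested as lower while their median was 0.253 and their mean -0.31, with 14 higher and 22 lower (21 and 26 when adjusted over the list alone), and the median turned negative when centred on neuron markers. Centred on muscle markers, 1 vitellogenin was lower and the oogenesis median was -0.625. With an estimated correlation the molting cycle, hypodermis and heat shock lists held (adjusted p = 0.021 from camera in each), and the adjusted p was 0.71 for FLP neuropeptides and neuron markers, 0.25 for glia markers, vitellogenins and adult cuticle, 0.64 for oogenesis and eggshell and the RNAi screen candidates, 0.71 for the germline list and 0.76 for collagens.

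Results outside the genes that the paper discusses include, beside those of the interaction, 4 list results that held with an estimated correlation, and the host gene of *mir-71*. The molting cycle had a median log2 fold change of -2.31 on azide in wild type (0 higher, 19 lower, 19 when adjusted over the list alone; at an unadjusted p under 0.05 and by DESeq2, 0 were higher and 19 lower; adjusted p = 0.045 with an estimated correlation in camera). HIF-1 targets had a median of 1.197 on azide in the deletion (6 higher, 1 lower; 7 and 1 when adjusted over the list alone; adjusted p = 0.024 with an estimated correlation in camera). Heat shock genes had a median of 2.35 in the deletion on water and of -1.01 on azide in the deletion (3 lower, 4 when adjusted over the list alone; adjusted p = 0.032 with an estimated correlation in camera). That gene, *ppfr-1*, had a log2 fold change of 2.10 in the deletion on water.

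A first pattern is the 3024 genes higher in the deletion than in wild type on azide. A difference in library size is argued against by thinning every library to the lowest total, which left 2950. A developmental difference may account for part of them: the median of the oogenesis list minus that of the molting list was 4.88 ± 0.0906 (SD, n = 3) in wild type on azide and 1.37 ± 0.998 (SD, n = 3) in the deletion on azide, a difference of -3.51, against -0.014 ± 0.183 and -0.379 ± 0.360 (SD, n = 3 in each) on water. This is what wild type animals on azide further along toward adulthood than deletion animals on azide would show. The score holds no yolk genes. On water the vitellogenin medians, relative to wild type on water, were -1.13, -1.18 and -1.19 in the deletion and -0.0994, 0.439 and -0.306 in wild type. By edgeR 0 vitellogenins were called on water, but the genotypes are not shown to be matched in stage there. Genotype and azide are the conditions of the design, and an action of either on developmental pace, or of miR-71 on these genes directly, stays open and untested.

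A second pattern is the peptide genes higher in the deletion on azide. The neuron markers give a median over many kinds of neuron, so a larger share of RNA from particular neurons cannot be judged by them. A larger share from neurons as a whole is argued against as the whole cause for the 4 other neuropeptide genes. Their median exceeded that of the neuron markers by 0.585 on the log2 scale, over the bound of 0.2. The excess was also over the sum of the SDs of 0.321 and 0.217 in the 2 groups (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). A larger neuronal share may account for the NLP genes, at -0.0862 (SDs 0.111 and 0.165, p = 0.5 from the exact test). It may account for the FLP genes too, at 0.192 (SDs 0.107 and 0.0675, p = 0.1 from the exact test), a value that decides little so near the bound. For the insulin-like peptide genes, at 0.284 (SDs 0.157 and 0.287, p = 0.2 from the exact test), the spread keeps it open. A developmental difference is also open: with the score above as a covariate the FLP, NLP and insulin-like peptide medians were 0.120, 0.206 and 0.651, against 0.79, 0.67 and 1.01 without it, but the covariate left the molting median at 1.39 (1.49 without it) and turned the oogenesis median from -1.68 to 1.16, so it does not work as a correction and these values decide nothing. On water, where neuron markers had a median near 0, the FLP genes exceeded them by 0.347 and the NLP genes by 0.258. The insulin-like peptide genes did so by 0.457 and the other neuropeptides by 0.556, nearly as on azide (exact permutation test, p = 0.1 in each). Regulation of these genes by miR-71 stays open. The vitellogenin medians given above differed between genotypes on water too, so a difference in stage stays open there as well.

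The last pattern is *ppfr-1*, higher in every deletion library. A long linked stretch of another strain background is argued against. Within 2 Mb of *mir-71*, 1.04% of the other genes were past the threshold on water (8 of 770, exact 95% interval 0.450% to 2.04%). Elsewhere 1.52% of genes were (217 of 14277, p = 0.359 from Fisher's exact test). Of the 8, 1 lay within 100 kb. A window of this size cannot exclude a short stretch or a single linked change acting on *ppfr-1*. Scaling is argued against too, since the lowest log2 fold change over 6 other scalings was 1.85. The *mir-71* hairpin lies within an intron of this gene, the extent of the deletion was not analysed here, and an effect of the lost sequence on its transcript, or of the lost microRNA, was not tested.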

How the results depend on the processing

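DESeq2 on the 2 groups alone with all genes was added after the data were seen, and the other settings were planned. Of 400 results on named genes, 254 kept their direction and their side of the threshold under every setting and 7 turned direction, all when libraries were centred on neuron markers: on azide between genotypes *tir-1* (-0.19), *pha-4* (-0.046), *hsp-4* (-0.16), *nhr-57* (-0.19), *ctl-1* (-0.37) and *egl-3* (-0.066), and *dve-1* on azide in wild type (0.018). The site test in 3' UTRs was not run, since no genome sequence was used here, and other pseudocounts apply only to FPKM. The cause of the changes below was not tested, apart from those that follow from the setting itself: a stricter threshold or filter, fewer libraries, or the fold by which a centring shifts all genes.

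For the deletion on water, against 226 genes of which 114 were lower, the counts beyond 1.5 times were 17 higher when centred on neuron markers, 22 higher on muscle markers, 511 higher and 43 lower on ribosomal protein genes, 173 and 195 in 2-group fits, 374 and 316 with DESeq2 as the test, 375 and 500 with DESeq2 on the 2 groups alone, and 52 and 43 at an absolute log2 fold change of at least 1. For the deletion on azide, against 3024 and 2820, they were 1834 lower with upper-quartile factors, 728 higher and 6897 lower on neuron markers, 717 lower on muscle markers, 1320 lower on ribosomal protein genes, and 1665 and 732 at the fold threshold. For azide in wild type, against 4138 higher and 4079 lower, they were 1345 lower on neuron markers, 2027 higher on muscle markers, 2519 lower on ribosomal protein genes, and 1640 and 2246 at the fold threshold. For azide in the deletion, against 1856 and 1744, they were 760 and 510 on neuron markers, 595 lower on muscle markers, 1023 lower on ribosomal protein genes, 774 and 900 in 2-group fits, 1210 higher with DESeq2 on the 2 groups alone, and 763 and 695 at the fold threshold. For the interaction, against 1003 and 572, they were 343 lower with upper-quartile factors, 197 and 231 on neuron markers, 72 lower on muscle markers, 498 and 377 on ribosomal protein genes, 1351 lower with DESeq2 as the test, and 216 lower at the fold threshold. Genes higher on azide but not on water, 2938, became 721 on neuron markers and 1629 at the fold threshold, and those among them with a higher azide effect, 938, became 188 on neuron markers and 452 on ribosomal protein genes. Genes lower on azide in wild type and higher in the deletion on azide, 2295, became 519 on neuron markers and 1193 at the fold threshold.

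Among peptide genes, 14 insulin-like peptide genes were higher in the deletion on azide, and 6 with quantile normalization, 3 on neuron markers, 9 on muscle markers, and 9 each at 50 counts, in 2-group fits and with DESeq2 on the 2 groups alone. Of FLP genes, 18 were higher on azide between genotypes and 26 lower on azide in wild type, and these became 6 and 3 on neuron markers, 10 and 7 at the fold threshold, and 13 of the latter on ribosomal protein genes. Of NLP genes, 15 and 24 became 5 and 3 on neuron markers, and the latter 7 at the fold threshold and 10 on ribosomal protein genes. On azide in wild type, 3 insulin-like peptide genes were lower on neuron markers. Relative to muscle markers in place of neuron markers, the FLP medians on water, on azide between genotypes and on azide in wild type were 0.104, 0.800 and -0.827 (0.347, 0.192 and -0.004 relative to neuron markers), the insulin-like peptide medians 0.214, 0.892 and -0.743 (0.457, 0.284 and 0.079), those of other neuropeptides 0.313, 1.19 and -1.15 (0.556, 0.585 and -0.328) and the NLP medians 0.0154, 0.521 and -0.649 (0.258, -0.0862 and 0.174, so that the last turned sign). Without the genes of the stage lists, 10 lists passed camera on azide between genotypes (17 with them), 7 on azide in the deletion (12) and 6 for the interaction (12).

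Leaving out 1 library at a time, genes higher in the deletion on water ranged from 37 (without replicate 3 of wild type on water) to 373 (without replicate 3 of the deletion on azide), and lower from 27 (without replicate 1 of the deletion on water) to 361. Azide in the deletion gave 1047 to 2406 higher and 1126 to 2272 lower, the lowest without replicate 1 of the deletion on water. The interaction gave 629 to 1608 higher and 186 to 1616 lower, and genes higher on azide but not on water with a higher azide effect 604 to 1424. FLP genes lower on azide in wild type ranged from 17 to 26, NLP genes from 15 to 26, and insulin-like peptide genes higher in the deletion on azide from 9 to 13. Counts that stayed within 1.5 times included those for the deletion on azide (2265 to 3113 higher, 1975 to 3171 lower), azide in wild type (3673 to 4624 higher, 3423 to 4470 lower) and genes higher on azide but not on water (2205 to 2988).

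Replicate numbers do not pair the samples: of 18 pairs with the same number, 2 had deviations from the group means that correlated above 0.1 (mean 0.0154, range -0.107 to 0.165), and 4 of 12 libraries correlated best with their own number. With the number as a replicate block, 75 genes were higher and 79 lower in the deletion on water, 2783 and 2586 on azide, and 361 had a lower azide effect.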

Differences from the paper's values

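Tests in these comparisons were those set before the data were examined, apart from DESeq2 on the 2 groups alone, which was chosen after seeing the values. The paper's threshold of an adjusted p under 0.05 was used throughout, with edgeR in place of the paper's DESeq2.

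The paper reports 608 transcripts higher in *mir-71* deletion animals under non-stressed conditions, and 1.1e+02 were found here, 26 of them on water only and 86 also on azide. Of the 25 alternatives set before the data were examined, centring on ribosomal protein genes (511) came within 1.5 times of the paper's number, and the other 24 did not, with counts from 17 upward. DESeq2 on the 2 groups alone gave 375, which also differs. In the first comparison of Supplementary Data Table 2, held here in full with 1391 genes, the paper's number of lower transcripts is 783, against 114 here, and all 25 alternatives differ (27 to 361). DESeq2 on the 2 groups alone, chosen after seeing the values, gave 500 lower, which also differs. The number of transcripts that the paper finds higher on azide but not on water did not differ by this measure (2938 here).

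In the Venn diagram the paper's number of transcripts higher on water only is about 250 in Fig. 6a, read by eye, against 26 here; centring on ribosomal protein genes (209) does not differ and the other 24 alternatives do. The paper's number higher in both conditions is about 360 in Fig. 6a, read by eye, against 86 here. Centring on ribosomal protein genes (302) and DESeq2 as the test (242) do not differ from it, and the other 23 alternatives do.

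The paper gives an adjusted p of 0.0045 for *unc-31* on azide, and the value here was 0.00771. Upper-quartile factors (0.0044) and centring on ribosomal protein genes (0.0064) do not differ by the 1.5-fold measure and the other 23 do, over a range of 0.00153 to 0.692.

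For *hsp-16.2* on water, the paper's log2 fold change in Supplementary Data Table 2 is 3.70 and that found here was 4.88, with all 25 alternatives differing (4.62 to 5.15).

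Beyond these values, Fig. 6 and its legend place *nlp-52* among transcripts that miR-71 lowers. Here *nlp-52* fell on azide in wild type (log2 fold change of -2.10, adjusted p = 0.00829 from edgeR) and its difference between genotypes on azide, 1.01, went in the direction the paper gives without passing the test under any setting run (adjusted p = 0.178 to 0.757).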

Other observations

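On azide in wild type, the mitochondrial chaperone transcript *hsp-6*, on chromosome V from 4824605 to 4826755, rose from 552 ± 45.9 to 909 ± 46.3 CPM (SD, n = 3 in each; log2 fold change of 0.72, standard error 0.125, adjusted p = 0.000312 from edgeR), and in the deletion from 498 ± 67.9 to 733 ± 99.8 CPM (SD, n = 3 in each; adjusted p = 0.00631 from edgeR). Of 14 UPR mt genes, 12 rose in wild type (12 when adjusted over the list alone; median log2 fold change 0.44; camera adjusted p = 0.012, and adjusted p = 0.55 with an estimated correlation) and 8 in the deletion (10 when adjusted over the list alone; median 0.41; camera adjusted p = 0.0028, and adjusted p = 0.42 with an estimated correlation). In wild type the number was 6 with upper-quartile factors (median 0.29) and 2 when centred on muscle markers (0.25), and the median was 0.96 on neuron markers and 0.70 on ribosomal protein genes; in the deletion 1 rose when centred on neuron markers. Between genotypes on azide *drp-1*, a mitochondrial fission gene, was the 1 that was lower (1 when adjusted over the list alone; 12 were lower when centred on neuron markers), and the azide effect differed between genotypes for 0 of the 14 by edgeR (0 when adjusted over the list alone, 1 lower at an unadjusted p under 0.05, 0 by DESeq2). Of 11 regulators of the response, 6 rose and 2 fell on azide in wild type (6 and 2 when adjusted over the list alone), among them *atfs-1* from 56.0 ± 1.38 to 79.9 ± 3.38 CPM and the histone methyltransferase gene *met-2* from 44.4 ± 4.15 to 96.4 ± 2.46 CPM (SD, n = 3 in each). In the deletion on azide against wild type, 1 of these, the demethylase gene *jmjd-3.1*, was higher (a call lost when centred on neuron markers) and 3 were lower (1 and 4 when adjusted over the list alone; 8 lower when centred on neuron markers). Centred on muscle markers, 1 of the 11 rose on azide in wild type.

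The sulfide oxidase gene *sqrd-1* rose on azide from 1.65 ± 0.394 to 28.6 ± 1.64 CPM in wild type and from 2.25 ± 0.423 to 28.4 ± 6.59 CPM in the deletion (SD, n = 3 in each; adjusted p = 5.76e-08 and 1.97e-07 from edgeR). Of 10 HIF-1 targets, 7 rose and 2 fell in wild type (7 and 2 when adjusted over the list alone; median 0.89; camera adjusted p = 0.011, and adjusted p = 0.38 with an estimated correlation), and *phy-2*, a collagen prolyl hydroxylase gene, was among those that fell, with a log2 fold change of -1.71. In the deletion 6 rose and 1 fell (7 and 1 when adjusted over the list alone; camera adjusted p = 6.4e-10, and adjusted p = 0.024 with an estimated correlation). Of 10 DAF-16 targets, 7 rose and 1 fell in wild type (7 and 1 when adjusted over the list alone; median 0.85; camera adjusted p = 0.032, and adjusted p = 0.38 with an estimated correlation), among them *sod-3* and *mtl-1*, and 5 rose and 1 fell in the deletion (5 and 1 when adjusted over the list alone; median 0.68; camera adjusted p = 0.0011, and adjusted p = 0.071 with an estimated correlation). Of 7 heat shock genes, 3 fell on azide in the deletion (4 when adjusted over the list alone; camera adjusted p = 0.00011, and adjusted p = 0.032 with an estimated correlation). The transcript of *hsp-70* fell from 28.6 ± 1.59 to 6.81 ± 0.303 CPM (SD, n = 3 in each; log2 fold change of -2.07, adjusted p = 3.41e-06 from edgeR) and *hsp-16.2* fell by 1.22 on the log2 scale (adjusted p = 0.00215 from edgeR). In wild type on azide edgeR called 0 of the 7 heat shock genes (0 when adjusted over the list alone), against 2 higher and 1 lower at an unadjusted p under 0.05 and 1 higher by DESeq2. Centring on neuron markers put the wild type medians at 1.41 for HIF-1 targets and 1.38 for DAF-16 targets, with 2 heat shock genes higher, and 3 of these were higher on ribosomal protein genes.

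On azide in wild type all 23 genes of oogenesis and eggshell rose (23 when adjusted over the list alone; median 2.52; camera adjusted p = 3.0e-14, and adjusted p = 0.55 with an estimated correlation), among them *puf-5* from 45.1 ± 12.2 to 346 ± 23.9 CPM (SD, n = 3 in each), and *mlt-10*, a molting gene, fell from 750.2 ± 158 to 69.7 ± 4.59 CPM (SD, n = 3 in each; adjusted p = 1.28e-05 from edgeR). In the deletion all 23 also rose (23 when adjusted over the list alone; median 1.30; camera adjusted p = 3.7e-09, and adjusted p = 0.66 with an estimated correlation), and of the molting genes 12 fell and 2 rose (14 and 2 when adjusted over the list alone; median -0.62; camera adjusted p = 0.00019, and adjusted p = 0.42 with an estimated correlation). In the deletion, 12 oogenesis genes rose and 5 molting genes fell when centred on neuron markers. In all, azide raised 4138 genes and lowered 4079 in wild type, and raised 1856 and lowered 1744 in the deletion. The share that rose in wild type, 50.4%, became 39.8% with upper-quartile factors (3350 and 5057), 80.4% when centred on neuron markers (5511 and 1345), 33.7% on muscle markers (2027 and 3995) and 68.0% on ribosomal protein genes (5353 and 2519). In the deletion 51.6% became 70.1% on muscle markers (1394 and 595) and 64.0% on ribosomal protein genes (1817 and 1023). It became 43.5% with upper-quartile factors (1533 and 1995) and 47.1% with DESeq2 size factors (1647 and 1852). Without replicate 1 or 2 of the deletion on water, or replicate 1 of the deletion on azide, azide raised 1047, 1204 or 1218 genes in the deletion, and without the first of these it lowered 1126. Genes lower in both genotypes numbered 1437 (473 for independent lists) and higher in both 1465 (510). No library is shared between these comparisons. Across genes, which are not independent replicates, the 2 azide effects had a Pearson correlation of 0.676 and a slope of 0.473.

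Of the remaining lists, body wall muscle markers had 3 higher and 2 lower of 23 between genotypes on azide (3 and 2 when adjusted over the list alone). On water edgeR called 0 of them (0 when adjusted over the list alone, 5 higher at an unadjusted p under 0.05, 0 by DESeq2), with a median of 0.24, which was 0.05 when centred on neuron markers and 0.49, with 13 higher, on ribosomal protein genes (camera adjusted p = 0.00018, and adjusted p = 0.59 with an estimated correlation). Of 12 intestine markers, 5 fell on azide in wild type (5 when adjusted over the list alone; 1 when centred on neuron markers or ribosomal protein genes), and edgeR called 0 between genotypes on azide (0 when adjusted over the list alone), with 2 lower at an unadjusted p under 0.05 and 2 by DESeq2. Of 30 tested major sperm protein genes, whose sequences are near-identical, the median was -0.78 in the deletion on water, where edgeR called 0 (3 lower when adjusted over the list alone, 11 lower at an unadjusted p under 0.05, 5 lower by DESeq2; camera adjusted p = 3.3e-12, and adjusted p = 0.55 with an estimated correlation). Of 3 tested early embryo genes, 1 rose and 1 fell on azide in wild type (1 and 1 when adjusted over the list alone). Of 36 nuclear-encoded genes of the respiratory chain, 1 was higher and 5 lower between genotypes on azide (1 and 4 when adjusted over the list alone). Of 157 detoxification genes, 24 were higher and 24 lower between genotypes on azide (23 and 23 when adjusted over the list alone). Of 164 lectin and lysozyme genes, 32 were higher and 51 lower (36 and 54 when adjusted over the list alone), with a median of 0.04 and a mean of -0.48; the median turned negative with quantile normalization and when centred on neuron markers. Of 14 epidermal antimicrobial peptide genes, 3 were higher and 2 lower (3 and 3 when adjusted over the list alone). With libraries centred on neuron markers, 12 muscle markers, 9 intestine markers, 29 respiratory chain, 74 detoxification, 76 lectin and lysozyme and 8 antimicrobial peptide genes were lower, and 8 respiratory chain genes were higher with quantile normalization. On muscle markers, 6 detoxification genes were lower.

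Other splits of the libraries were counted for each comparison of 3 against 3, which allows 10 splits and so no share under 0.05. For the deletion on water, 1 split, the real one, gave as many as its 226 genes, and the highest other gave 0. For the deletion on azide 1 split reached 5844 genes, for genes higher on azide but not on water 1 reached 2938, and for genes lower on azide in wild type and higher in the deletion on azide 1 reached 2295, with 0 as the highest other each time. For azide in wild type 1 split reached 8217 and for azide in the deletion 1 reached 3600, again with 0 as the highest other. For lists past camera's threshold on azide between genotypes, 2 splits reached 17, and the highest other gave 17.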
